# Epigenetic Reprogramming in *Mist1^−/−^* Mice Predicts the Molecular Response to Cerulein-Induced Pancreatitis

**DOI:** 10.1371/journal.pone.0084182

**Published:** 2014-01-21

**Authors:** Rashid Mehmood, Gabor Varga, Sonali Q. Mohanty, Scott W. Laing, Yuefeng Lu, Charis L. Johnson, Alexei Kharitonenkov, Christopher L. Pin

## Abstract

Gene expression is affected by modifications to histone core proteins within chromatin. Changes in these modifications, or epigenetic reprogramming, can dictate cell fate and promote susceptibility to disease. The goal of this study was to determine the extent of epigenetic reprogramming in response to chronic stress that occurs following ablation of MIST1 (*Mist1^−/−^*), which is repressed in pancreatic disease. Chromatin immunoprecipitation for trimethylation of lysine residue 4 on histone 3 (H3K4Me3) in purified acinar cells from wild type and *Mist1^−/−^* mice was followed by Next Generation sequencing (ChIP-seq) or ChIP-qPCR. H3K4Me3-enriched genes were assessed for expression by qRT-PCR in pancreatic tissue before and after induction of cerulein-induced pancreatitis. While most of H3K4Me3-enrichment is restricted to transcriptional start sites, >25% of enrichment sites are found within, downstream or between annotated genes. Less than 10% of these sites were altered in *Mist1^−/−^* acini, with most changes in H3K4Me3 enrichment not reflecting altered gene expression. Ingenuity Pathway Analysis of genes differentially-enriched for H3K4Me3 revealed an association with pancreatitis and pancreatic ductal adenocarcinoma in *Mist1^−/−^* tissue. Most of these genes were not differentially expressed but several were readily induced by acute experimental pancreatitis, with significantly increased expression in *Mist1^−/−^* tissue relative to wild type mice. We suggest that the chronic cell stress observed in the absence of MIST1 results in epigenetic reprogramming of genes involved in promoting pancreatitis to a poised state, thereby increasing the sensitivity to events that promote disease.

## Introduction

During development, coordinated transcription factor activity dictates the differentiation of multipotent pancreatic progenitor cells into exocrine and endocrine phenotypes [1]. This developmental transcription factor profile is re-activated during pancreatitis and pancreatic ductal adenocarcinoma [2], [3] suggesting de-dedifferentiation to a more progenitor-like state is an early event in disease progression [4]. There is a growing body of literature that indicates changes to the epigenome, or epigenetic reprogramming, dictate cell differentiation and development by promoting alterations in gene expression [5], [6], [7]. Epigenetic reprogramming involves post-translational modifications to either the DNA or histone core proteins within the chromatin [8] that often affect transcription factor binding. Methylation of cytosines is typically associated with gene repression, while histone acetylation correlates with transcriptional activity [8], [9]. Methylation of histone proteins can correlate with either active or repressed expression, depending on the amino acid targeted. Trimethylation of lysine 4 and 36 in histone 3 (H3K4Me3 and H3K36Me3) is generally associated with active genes [10], [11], while H3K9Me3 and H3K27Me3 are associated with silent genes [12], [13].

Studies during pancreatic development show dynamic changes in H3K4Me3 and H3K27Me3 enrichment at lineage specific genes as cells attain distinct differentiation properties [14], [15]. To date, global analysis of the adult pancreatic cell epigenome outside of pancreatic cancer has not been performed. Since epigenetic modifications that occur in response to changes in the environment lead to short or long-term consequences on gene expression [16], [17], having an epigenetic map of histone modifications is essential for understanding how the environment affects gene expression. Identifying epigenetic reprogramming in disease models also provides a basis for understanding the mechanisms by which adverse environmental events affect gene activity. In this study, we examined the global enrichment of H3K4Me3 in pancreatic acini from C57/Bl6 mice, the most common strain of laboratory mouse used, and in congenic mice carrying a targeted mutation of the *Mist1* gene.

MIST1 (or *Bhlha15*) is a basic helix-loop-helix (bHLH) transcription factor required for the differentiation of pancreatic acinar cells [18] and targets genes involved in cell communication (*Gjb1*, encodes Cx32;[19]) and exocytosis (*Rab3D* and *Rab26*;[20], [21]). However, *Mist1^−/−^* pancreatic tissue is under chronic stress [22] and many of the gene expression changes are likely not a direct consequence of MIST1's transcriptional activity. We have shown that the unfolded protein response is elevated in *Mist1^−/−^* pancreatic tissue [22], but is not further enhanced when these mice are exposed to additional acute stress [23]. *Mist1^−/−^* acinar cells exhibit many of the early stages of pancreatitis, including increased expression of pancreatitis-associated proteins, premature enzyme activation [18], and altered Ca^2+^ signalling [24]. In addition, *Mist1^−/−^* acini are significant more likely to undergo acinar-to-duct cell metaplasia relative to normal cells [25]. Therefore, *Mist1^−/−^* mice represent a unique animal model for understanding the relationship of chronic cell stress to epigenetic reprogramming that may promote increased susceptibility to pancreatic disease.

The goals of this study were to (a) define the global enrichment of H3K4Me3 in the pancreatic genome, (b) compare this pattern to what is observed in *Mist1^−/−^* pancreatic tissue, and (c) determine changes in H3K4Me3 enrichment that can be used as a guide for interpreting gene expression differences between the genotypes. We chose to focus on the H3K4Me3 since it is enriched at the transcription start site (TSS) and regulatory regions of active genes [11], [26], [27], [28]. H3K4Me3 enrichment has been studied in pancreatic development [14], [15], and H3K4Me3 enrichment sites are focused to less than 2 kb in breadth. Conversely, H3K27Me3 enrichment occurs over 50–100 kb, making it more difficult to identify affected genes [29].

Our results identify a reproducible epigenetic map for H3K4Me3 enrichment in pancreatic acinar cells including significant enrichment away from TSSs. While a number of regions were epigenetically reprogrammed for H3K4Me3 in *Mist1^−/−^* tissue, less than 20% of these changes correlated with altered gene expression. Ingenuity Pathway Analysis of genes differentially marked for H3K4Me3 between genotypes revealed a strong enrichment for genes involved in gastrointestinal diseases, pancreatitis and pancreatic ductal adenocarcinoma. Induction of acute pancreatitis in mice indicated that differential H3K4Me3 enrichment was at times predictive of gene activation, suggesting that *Mist1^−/−^* acini are primed for a more severe pancreatitis response. These findings have significant implications for the susceptibility to pancreatic disease and response to environmental factors that may promote disease.

## Materials and Methods

### Mice

All studies were conducted following animal protocol #2008-116, approved by the Animal Care and Use Subcommittee at the University of Western Ontario. Mice containing a deletion of *Mist1* (*Mist1^−/−^*) have been described [18] and both wild type and *Mist1^−/−^* mice were on a C57/Bl6 background. Cerulein-induced pancreatitis was performed as described, and mice sacrificed four hours after initial cerulein or saline (control) injections [23]. N values for each experiment are indicated in the figure legends. Two colonies of mice, in different breeding facilities, were used in this study.

### Acinar cell isolation, Chromatin Immunoprecipitation and Next Generation sequencing

For a complete description of the Chromatin Immunoprecipitation (ChIP) protocol please see (http://www.pancreapedia.org/tools/methods/chromatin-immunoprecipitation-chip-from-pancreatic-acinar-cells-and-whole-pancreatic-t; DOI: 10.3998/panc.2011.24). Sonicated chromatin was prepared from acinar cells isolated from pancreatic tissue of two-month old WT and *Mist1^−/−^* mice as described [25] or from whole pancreatic tissue as indicated. ChIP was performed on chromatin samples with antibodies specific for H3K4Me3 or H3K27Me3 (Millipore). H3K4Me3 ChIP was followed by Next Generation sequencing (ChIP-seq). For ChIP-seq experiments, chromatin was pooled from acini purified from two mice of each genotype. Enriched DNA fragments were sequenced using the Illumina 2.0 genome analyzer (Beijing Genomics Institute, Hong Kong). The sequenced data was mapped to the mm9 mouse genome using a SOAP 2.21 alignment program [30] and has GEO Accession #GSE49113. The MACS 1.4.0 algorithm was used for peak calling [31], which represents the epigenetic marks compared to input samples. See **Figure S1** for parameters used for peak and gene calling. Wiggle (.wig) files generated by MACS were aligned to the mm9 mouse genome using the University of California at Santa Cruz (UCSC) genome browser gateway to visually analyze H3K4Me3 peaks (http://genome.ucsc.edu/cgi-bin/hgGateway). The pathway enrichment and disease association analysis was generated through the use of Ingenuity Pathway Analysis (Ingenuity Systems, www.ingenuity.com). We also compared ChIP-seq results to previously published microarray [32] data accession GSE34232. To validate ChIP-seq data, ChIP-qPCR was performed on chromatin prepared from at least three animals for each genotype.

### RNA isolation and RT-PCR analysis

RNA from untreated, saline, or cerulein-treated mouse pancreatic tissue was isolated using TRIZOL reagent (Invitrogen, Burlington, ON). cDNA was synthesized using ImPromII Reverse transcriptase (Sigma, St. Louis, MO). PCR was carried out using GoTaq flexi DNA polymerase (Sigma) using gene specific primer sequences. All ChIP-qPCR and qRT-PCR was performed using the GoTaq PCR Mastermix system (Promega, Madison WI) and samples evaluated using the ViiA^Tm^7 Real Time PCR System and corresponding ViiA^Tm^7 software (Applied Biosystems, Foster City, CA). Average C_t_ values for individual ChIP and IgG controls were expressed as a percent of input. The sequences of primers used are shown in **Table S1**.

### Statistical Analysis

ChIP-qPCR and qRT-PCR were compared using either a Mann Whitney, two-tailed t test (**Figure 1**), or unpaired t tests. P values were determined using a Bonferroni post-hoc test. Values are provided with error bars representing the mean ± standard error.

**Figure 1:**
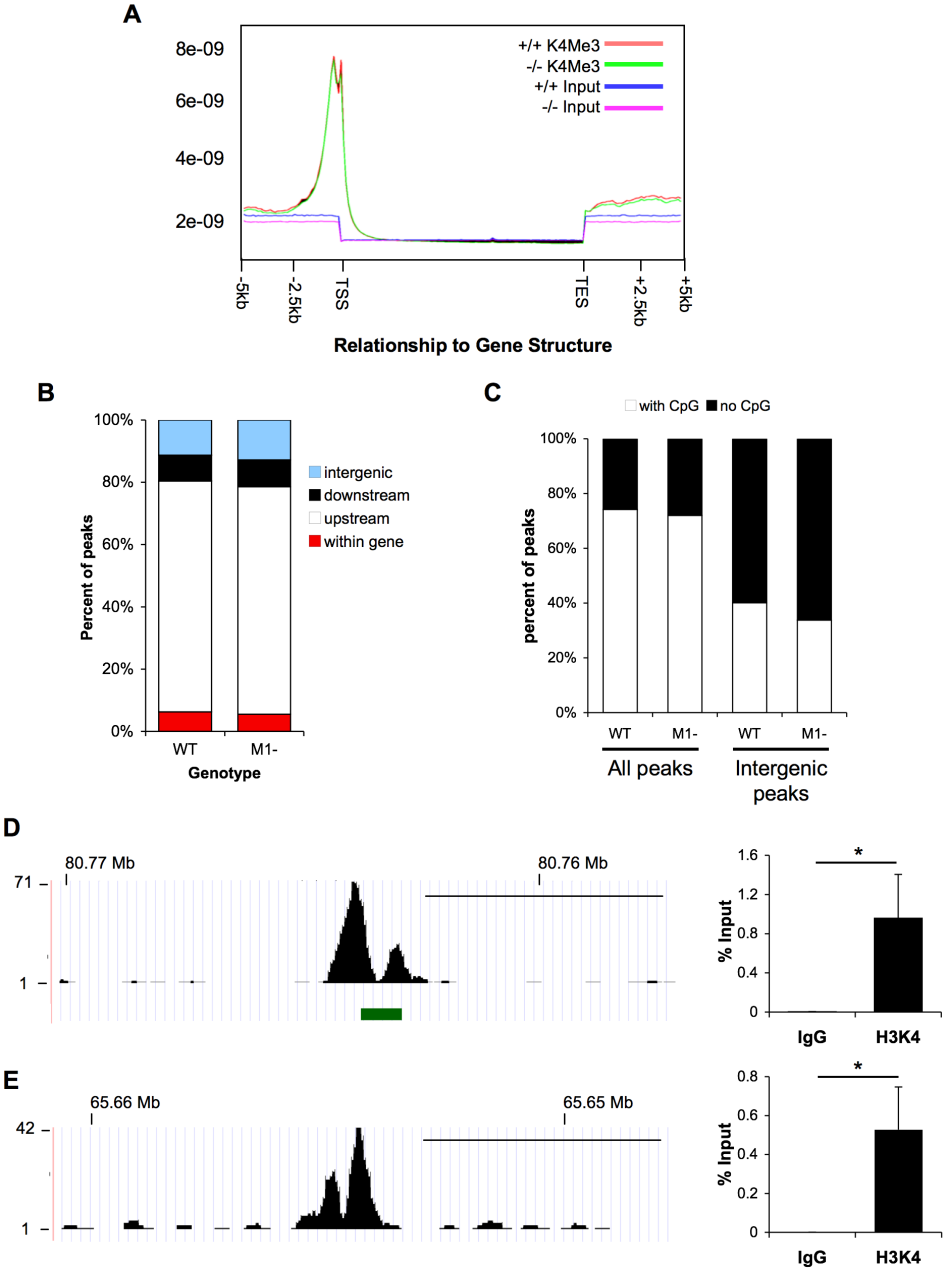
Global comparison of H3K4Me3 enrichment in pancreatic chromatin from wild type and *Mist1^−/−^* mice. **A**) Schematic analysis of global H3K4Me3 enrichment relative to transcriptional start sites (TSS) and transcriptional end sites (TES). Analysis was carried out for genomic regions spanning 5 kb upstream of the TSS or downstream of the TES. The majority of H3K4Me3 peaks concentrated to the TSS for wild type (+/+; red line) and *Mist1^−/−^* (−/−; green line). Analysis of input samples showed no peak enrichment through this region. Y-axis represents p-value of the specific region based on the unique mapped reads. The region would be defined as a peak when p-value<1×10^−5^. (**B**) Quantification of H3K4Me3 enrichment site in relation to specific genomic regions. Peaks classified as downstream and upstream are within 2 kb of TES or TSS, respectively. (**C**) Correlation of H3K4Me3 enrichment sites with CpG islands across the entire genome or related specifically to intergenic sites of enrichment. (**D, E**) Schematic representation of intergenic H3K4Me3 enrichment derived from ChIP-seq analysis on chromosome 7 with (**D**) or without (**E**) CpG islands. The green bar underneath the graphs depicts the location of a CpG island. Scale bar = 50 kb. In each case, the peaks were shown to be consistently present and significant through ChIP-qPCR were normalized to input levels (n = 4; *P<0.05). ChIP-qPCR for IgG was used as a control.

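The primer pairs that Table S1 names for chromosome 7 each matched mm9 at 1 place. The pair named for 65 Mb frames 163 bp at 65654203 to 65654365, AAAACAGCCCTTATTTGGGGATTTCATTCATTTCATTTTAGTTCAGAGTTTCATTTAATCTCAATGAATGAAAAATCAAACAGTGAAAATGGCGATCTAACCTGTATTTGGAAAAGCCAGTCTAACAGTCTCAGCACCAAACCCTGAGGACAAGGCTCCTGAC, inside an intergenic WT peak at 65653798 to 65654670 with 58 tags and a fold enrichment of 14.4. No CpG island overlaps that peak, and the nearest lies 22816 bp from the amplicon. The pair named for 80 Mb frames 178 bp at 80763862 to 80764039, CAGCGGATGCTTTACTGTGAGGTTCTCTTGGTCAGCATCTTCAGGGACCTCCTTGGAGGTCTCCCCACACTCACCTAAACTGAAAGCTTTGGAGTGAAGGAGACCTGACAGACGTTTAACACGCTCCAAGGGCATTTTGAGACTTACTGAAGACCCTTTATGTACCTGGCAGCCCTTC, inside an intergenic WT peak at 80763378 to 80764548 with 126 tags and a fold enrichment of 62.6. A CpG island at 80762892 to 80763866 overlaps that peak.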

## Results

To obtain a global perspective of H3K4Me3 enrichment after pancreatic differentiation, ChIP-seq was performed on pancreatic acinar cells isolated from two month-old male mice. 

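Chromatin pooled from the acinar cells of 2 WT mice gave 1 H3K4Me3 library, and the paired input library served as its control. There is thus 1 library per genotype and no replicate, so no value here carries an error between animals. The authors mapped the 49-bp reads to mm9, kept those with a single position, and called peaks with MACS at a p-value limit of 1e-05 with at most 2 duplicate tags per position. For each of the 15233 WT peaks the deposited table gives the coordinates, the tags (reads counted in the peak), a score (the log10 of the MACS p-value times 10, with the sign reversed), the fold enrichment of the summit over the local input background, and a false discovery rate in percent. WT peaks held a median of 108 tags (interquartile range 38 to 195), with a median score of 558 and a median fold enrichment of 35.8. The highest false discovery rate was 1.09%. Together the peaks covered 23.2 Mb at a mean of 90.05 tags per kb, and held 25.5% of the tags that MACS kept. A paired table from the authors assigns peaks to RefSeq genes. Shares below are given with Wilson 95% binomial intervals, which cover counting error only.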

ChIP-seq generated 12 million, 49-bp, raw reads. Following filtering to eliminate adaptor sequences, contamination, and low quality sequences, >90.6% of all sequences were mapped to the mm9 reference mouse genome (**Table 1**) with a unique mapped rate of 77.3%. This allowed for aligning >9.2 million unique sequences. 

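The tag total in the header of the WT peak table, 9244322, equals the number of unique mapped reads in Table 1. Of 11964376 reads left after filtering, 90.6% mapped and 77.3% mapped to a unique position. MACS kept 8202970 tags and removed 11.3% as duplicates, with an estimated fragment length of 153 bp. In the WT input library 9098237 reads were unique, of which 6947591 were kept (23.6% removed). A floor of 3 tags is 0.325 tags per 1000000 unique reads in the WT library, and the smallest called peak held 10 tags.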

Following alignment of the sequences to the annotated genome and MACS analysis to call peaks, the majority of H3K4Me3 enrichment (74.1%) localized to within two kilobases upstream (5′) of known transcriptional start sites (TSS; **Figure 1A, B**). 

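Each WT peak was placed by the classes of Figure 1B against the 95495 transcripts of GENCODE vM1 on mm9, after 17 peaks on unplaced contigs were left out. Of 15216 peaks, 12413 overlapped the 2 kb that end at a TSS, which is 81.6% (95% interval 81.0 to 82.2). These peaks had a median of 131 tags, a median fold enrichment of 41.7 and a median length of 1515 bp. Placing the summit in place of the whole peak moved the share most: 38.8% of summits (38.0 to 39.5) lay upstream of a TSS and 48.4% within a gene. The upstream class ends at the TSS, so a summit just past it is not counted as upstream. In the authors' table of peaks and genes, which uses 1 kb, 11134 peaks lay upstream of a gene (73.1%, 72.4 to 73.8).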

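The WT peaks had a median length of 1367 bp, with an interquartile range of 852 to 1943 bp and a range of 228 to 10504 bp. Of 15233 peaks, 3549 were longer than 2 kb (23.3%). With 1 kb in place of 2 kb, 12245 of 15216 peaks were upstream of a TSS (80.5%, 95% interval 79.8 to 81.1).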

We chose two kilobases as a cut off point since the range of H3K4Me3 peaks is less broad than other epigenetic modifications and known to be closely associated to TSSs [28], [33]. 

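Outside the 2 kb upstream of a TSS lay 2803 of 15216 WT peaks, which is 18.4% (17.8 to 19.0). Intergenic peaks numbered 1153 (7.58%, 7.17 to 8.01), peaks in the 2 kb past a TES 312 (2.05%, 1.84 to 2.29), and peaks within a gene 1338 (8.79%, 8.35 to 9.25). All of these were weaker than the peaks at a TSS, whose median was 131 tags: the medians were 31 tags for intergenic peaks, 27 past a TES and 24 within a gene. The authors' table lists no gene for 1881 of the 15233 WT peaks (12.3%).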

The alignment revealed that a significant proportion of H3K4Me3 marks are not associated with TSSs, located in intergenic regions (11.3%), within 2 kb of the transcriptional end site (TES; 8.3%) or within an annotated gene sequence (6.3%).

**Table 1:** Quality of ChIP-seq data.

	Wild Type		*Mist1^−/−^*	
Sequence data	H3K4Me3	Input	H3K4Me3	Input
**Raw Reads**	12,000,000	12,000,000	12,000,000	12,000,000
**Low Quality**	35624	60362	26598	64237
**Clean Data (rate)**	99.70%	99.50%	99.78%	99.46%
**Total Reads**	11,964,376	11,939,638	11,973,402	11,935,763
**Mapped Reads**	10,836,399	11,536,532	11,358,011	11,586,545
**Unique Mapped Reads**	9,244,322	9,098,237	9,591,198	9,416,926
**Mapped Rate**	90.57%	96.62%	94.86%	97.07%
**Unique Mapped Rate**	77.27%	76.20%	80.10%	78.90%

We defined intergenic peaks of H3K4Me3 enrichment to be localized at least 2 kb away from annotated gene sequence found in the Ensembl, NCBI and UCSC data bases. H3K4Me3 has association with both TSS and distal enhancer regions [34], so these intergenic peaks may represent undefined gene regulatory elements. In support of such a role, 74.1% of all H3K4Me3 enrichment sites were associated with CpG islands, which typically represent gene regulator sites (**Figure 1C**). However, only 40.1% of intergenic enrichment sites correlated to CpG islands (**Figure 1C**). 

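CpG islands were searched on the mm9 sequence as stretches of at least 200 bp with a GC content of at least 50% and an observed to expected CpG ratio of at least 0.6, which gave 27427 islands with a median length of 447 bp. Of 15216 WT peaks, 11912 overlapped an island, or 78.3% (77.6 to 78.9). Peaks of the same lengths at random positions on the same chromosomes overlapped an island in 2.22% of cases (mean of 20 draws, range 1.99 to 2.42). Peaks with an island had a median of 133 tags and those without 32. The share was moved most by the use of summits, 57.1% of which lay in an island, and islands of at least 500 bp gave 57.3%.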

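Among the 1153 intergenic WT peaks, 439 overlapped a CpG island (38.1%, 35.3 to 40.9), against 86.4% of the peaks upstream of a TSS (85.8 to 87.0) and 1.64% of random positions (mean of 20 draws, range 0.867 to 2.78). The intervals of the 2 peak classes do not overlap. Intergenic peaks with an island had a median of 51 tags, those without 26. Since H3K4Me3 is known at both TSSs and distal enhancers, the paper proposes that the intergenic peaks mark regulatory elements not yet defined. It gives the overlap of all peaks with CpG islands in favour of that role, and states that fewer of the intergenic peaks overlap an island.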

To ensure that the intergenic peaks did not represent spurious sequencing from a single sample, we performed ChIP-qPCR on chromatin samples obtained from three additional mice housed in different breeding facilities for intergenic peaks with and without CpG islands on chromosome 7 (**Figure 1D, E**; respectively). In confirmation of the ChIP-seq data, H3K4Me3 enrichment was readily observed, indicating that these H3K4Me3 marks are consistent epigenetic modifications within the acinar cell genome. Based on the global analysis of H3K4Me3 enrichment in pancreatic acinar cells, we have developed an epigenetic road map for this epigenetic modification that provides novel information regarding acinar gene activity and suggests additional regulatory targets that H3K4Me3 may affect within the acinar cell genome.

To determine how the epigenetic program was affected in a model of pancreatic injury, we evaluated the H3K4Me3 program in *Mist1^−/−^* mice, which exhibit chronically elevated levels of pancreatic cellular stress [22], and are sensitive to factors promoting pancreatitis [23] and acinar-to-duct cell metaplasia [25]. 

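The *Mist1-/-* library was made and processed like the WT library, from chromatin pooled from 2 mice and with an input library of the same genotype. MACS estimated a fragment length of 169 bp, against 153 bp in WT, and was run with a band width of 230 bp, against 192 bp. The 14936 *Mist1-/-* peaks held a median of 117 tags (interquartile range 43 to 213), with a median score of 521 and a median fold enrichment of 32.0. At *Bhlha15*, the gene of MIST1, WT had 1 peak over the TSS and the coding sequence, at 144950870 to 144955241 on chromosome 5, with 745 tags over 4372 bp. *Mist1-/-* had 181 tags at 144950756 to 144952050 and 255 tags at 144953244 to 144955457, and no called peak in the 1193 bp between them, which hold 481 of the 591 bp of coding sequence. Over their own lengths the peaks had 170 tags per kb in WT and 124 tags per kb in *Mist1-/-*.

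**Figure D1:**
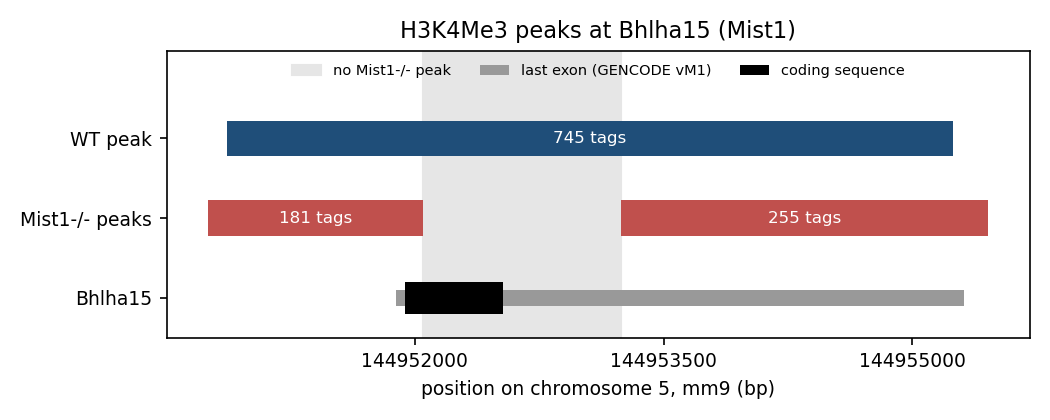
H3K4Me3 peaks called at *Bhlha15* in the WT and *Mist1-/-* libraries, drawn at their deposited coordinates with exon and coding sequence of the gene.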

Microarray analysis comparing WT and *Mist1^−/−^* pancreatic gene expression has been performed [32] and allows for correlation of H3K4Me3 enrichment and gene expression. The quality of the *Mist1^−/−^* ChIP-seq data was equivalent to the WT analysis (**Table 1**). 94.9% of the 12 million sequences could be aligned to the mm9 reference mouse genome with a unique mapped rate of 80.1%. In total, almost 9.6 million unique sequences were mapped to the mm9 genome. 

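The header of the *Mist1-/-* peak table gives 9591198 tags, the number of unique mapped reads in Table 1. Of 11973402 reads left after filtering, 94.9% mapped and 80.1% mapped uniquely. MACS kept 8691290 tags (9.38% removed as duplicates), or 25.98% of them in peaks. The *Mist1-/-* input library had 9416926 unique reads, of which 8702727 were kept, so that 7.58% were removed against 23.6% in the WT input. The floor of 3 tags is 0.313 tags per 1000000 unique reads in *Mist1-/-*.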

Peak calling revealed a slight decrease (∼2%) in the number of peaks in the *Mist1^−/−^* sample (14,936 peaks called) relative to the total number of H3K4Me3 peaks (15,233) identified in wild type tissue (**Figure S1**).

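The *Mist1-/-* library had 14936 called peaks and the WT library 15233, a ratio of 98.1 per 100 with a counting interval of 95.9 to 100.3. The interval includes 100 but treats the 2 totals as independent, although a *Mist1-/-* peak overlaps 91.0% of WT peaks. It thus does not decide whether the numbers of peaks differ. At a score of at least 100 the numbers were 12692 and 13015. A fold enrichment of at least 10 moved the ratio most, to 96.6 (13797 and 14282 peaks). The *Mist1-/-* peaks were longer, with a median of 1563 bp against 1367 bp, and 31.2% against 23.3% were longer than 2 kb. They covered 25.9 Mb against 23.2 Mb and held 87.0 against 90.05 tags per kb.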

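Tags in peaks made up 25.98% of the tags kept in *Mist1-/-* and 25.5% of those kept in WT. Median tags per peak were 117 and 108, median scores 521 and 558, and median fold enrichments 32.0 and 35.8, in the order *Mist1-/-* and WT. Across the 10895 genes with a peak within 1 kb in both libraries, the median log2 ratio of *Mist1-/-* to WT was −0.12 by fold enrichment (95% order-statistic interval −0.13 to −0.11). By tags scaled to the unique reads of each library, the measure that moved it most, it was 0.08.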

ChIP-seq data revealed similar global trends in the two genotypes (**Figure 1A, B**). The majority of H3K4Me3 peaks in the *Mist1^−/−^* pancreas (73.1%) were located within 2 kb upstream of known TSS (**Figure 1B**) with no global differences observed in the percentage of peaks aligning to intergenic or intragenic regions relative to TSSs (**Figure 1B**). 

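Of 14917 *Mist1-/-* peaks on assembled chromosomes (19 left out), 11984 overlapped the 2 kb upstream of a TSS, or 80.3% (79.7 to 81.0), against 81.6% (81.0 to 82.2) in WT. The other classes were intergenic with 1318 peaks (8.84%, 8.39 to 9.30), past a TES with 274 (1.84%, 1.63 to 2.07) and within a gene with 1341 (8.99%, 8.54 to 9.46). The intergenic share was above the 7.58% of WT (7.17 to 8.01) beyond the counting intervals, while the shares past a TES and within a gene had overlapping intervals in the 2 libraries. By the authors' table 72.03% of *Mist1-/-* peaks (71.3 to 72.7) and 73.1% of WT peaks (72.4 to 73.8) lay within 1 kb upstream of a gene.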

The distribution (**Figure S2**) and number (**Figure S3**) of H3K4Me3 enriched areas across each chromosome within the *Mist1^−/−^* pancreas was similar to the distribution observed in WT tissue, as was the association of H3K4Me3 enrichment to CpG islands in *Mist1^−/−^* chromatin across the entire genome or intergenic regions (**Figure 1C**). Therefore, the loss of MIST1, and the phenotypic abnormalities resulting from this loss, does not lead to widespread changes in H3K4Me3 enrichment. Instead, epigenetic changes appear to be targeted.

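Peaks were counted on the autosomes and the X chromosome, 20 in all. The ratio of *Mist1-/-* to WT peaks ran from 0.9496 to 1.05 with a median of 0.980, and the ratio of median scores from 0.821 to 1.07. Peak density ran from 2.77 to 10.1 peaks per Mb in WT and from 2.802 to 9.62 in *Mist1-/-*. CpG islands overlapped 75.9% of *Mist1-/-* peaks (75.2 to 76.6), against 78.3% of WT peaks (77.6 to 78.9) and 2.46% of random positions for the *Mist1-/-* peak lengths. For intergenic peaks the share was 30.6% in *Mist1-/-* (28.1 to 33.1) and 38.1% in WT (35.3 to 40.9), and both differences exceed the counting intervals.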

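Of 15233 WT peaks, 13861 were overlapped by a *Mist1-/-* peak (91.0%, 90.5 to 91.4), and of 14936 *Mist1-/-* peaks 13355 by a WT peak (89.4%, 88.9 to 89.9). Among peaks with a score of at least 100 the shares were 96.5% and 96.1%, and among weaker peaks 58.9% and 51.9%. The 1372 WT and 1581 *Mist1-/-* peaks without an overlap held medians of 16 and 19 tags. Asking for summits within 500 bp moved the shares most, to 79.9% and 81.3%. From the similar number, position and chromosomal distribution of the peaks, the paper concludes that the loss of MIST1 does not change H3K4Me3 enrichment across the genome as a whole.

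**Figure D2:**
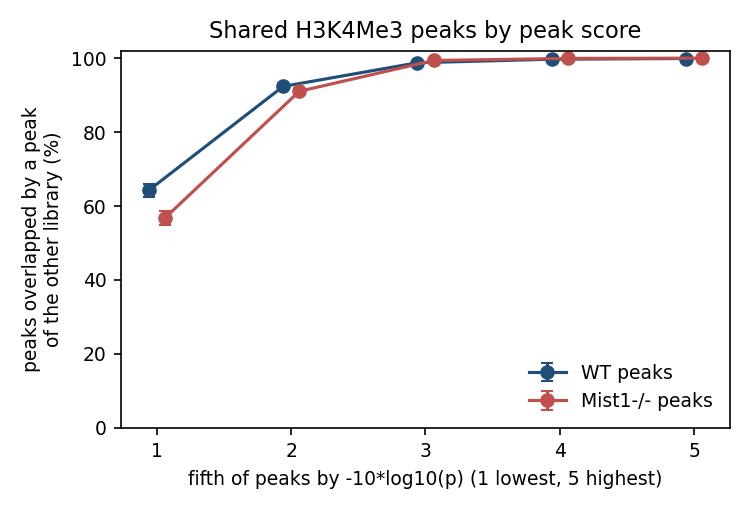
Percent of H3K4Me3 peaks overlapped by a peak of the other library, by quintile of the peak score within each library, with Wilson 95% intervals.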

To identify genes that were enriched for H3K4Me3, genes were “called” if a peak fell within one kilobase of a TSS. This resulted in 12,280 H3K4Me3-enriched genes within WT pancreas, and 12,123 H3K4Me3-enriched genes within the *Mist1^−/−^* pancreas, a difference of 1.3% (**Figure S1**). 

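In the authors' tables 11366 genes had a WT peak within 1 kb upstream and 11292 a *Mist1-/-* peak, a difference of 0.651%. Taking a peak at any position that the tables list moved the numbers most, to 12281 genes in WT and 12123 in *Mist1-/-*, a difference of 1.29%. A score of at least 100 left 10869 and 10742 genes. The best peak of a called gene held a median of 158 tags in WT and 171 in *Mist1-/-*.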

In total, there were 884 differences in the H3K4Me3 gene enrichment between these two samples. 

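Of the genes with a peak within 1 kb, 10895 were called in both libraries, 471 only in WT (4.14% of WT genes) and 397 only in *Mist1-/-* (3.52%). At any listed position 521 were called only in WT and 363 only in *Mist1-/-*. Of the 471 and 397 genes, 262 and 231 had a peak with a score of at least 100, the setting that moved the numbers most. The limit was applied to these genes only. A gene with a weaker peak in the other library was thus not added. Genes called in a single library had weak peaks: median tags were 26 in WT and 33 in *Mist1-/-*, against 158 and 171 for all called genes, and 44.4% and 41.8% of them had a score under 100, against 4.37% and 4.87%. For 101 of the WT genes and 156 of the *Mist1-/-* genes the peak overlapped a peak of the other library that the table does not place within 1 kb. Of the 611 genes left, 313 (51.2%, 47.3 to 55.2) had tags within counting error of the fewest tags of any peak, 10, so that their absence from the other library is not detectable as a difference at this depth. An uncalled region can hold more than 10 tags, so this number is a lower limit.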

519 genes were uniquely enriched only in WT tissue (4.2%), while 362 genes (3%) were enriched only in *Mist1^−/−^* tissue (**Figure 2A** **; Table S2**). The obvious explanation for the changes in H3K4Me3 enrichment between WT and *Mist1^−/−^* tissue is that genes associated with epigenetic changes are targets of MIST1 transcriptional activity. Surprisingly, none of the genes previously identified as targets of MIST1 activity in *Mist1^−/−^* pancreatic tissue appeared on the list of called genes. 

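The MIST1 targets *Cdkn1a*, *Itpr3*, *Cckar*, *Prkce*, *Nupr1*, *Rab26*, *Rab3d* and *Gjb1* each had a peak within 1 kb in WT and in *Mist1-/-*, so that none is among the 471 and 397 genes called in a single library. Their best WT peaks held 159 to 686 tags. In *Mist1-/-* the range was 20 tags (*Gjb1*) to 860 tags (*Cckar*).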

Visual scans of the ChIP-seq data confirmed similar peaks for H3K4Me3 enrichment in WT and *Mist1^−/−^* tissue for *Cdkn1a* and *Itpr3* (**Figures 2B** **,S4A**), which are expressed to lower levels in *Mist1^−/−^* mice [18], [35], or *Cckar*, *Prkce* and *Nupr1* (**Figures 2C** **,S4B**), which are expressed to higher levels in *Mist1^−/−^* mice [18], [25]. However, the visual scan also showed a reduction in the amplitude of H3K4Me3 enrichment for *Rab26*, *Rab3d* and *Gjb1* (**Figures 2B** **, S4B**), which are differentially expressed in the *Mist1^−/−^* pancreas [20], [21]. 

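For named genes the tags of overlapping peaks were compared, relative to unique reads, by an exact two-sided binomial test, which compares those libraries, not the conditions. It was run for 30 genes, 21 of which had a Benjamini-Hochberg adjusted p below 0.05. *Cdkn1a* had 257 tags in WT and 495 in *Mist1-/-*, a log2 ratio of 0.89 (0.68 to 1.11, exact two-sided p = 1.9e-16, adjusted 6.2e-16). *Itpr3* had 159 and 131 tags, a log2 ratio of −0.33 (−0.67 to 0.00, exact two-sided p = 0.053, adjusted 0.066). *Cckar* had 686 and 860 tags (0.27, 0.13 to 0.42, exact two-sided p = 0.00022, adjusted 0.00035) and *Nupr1* 462 and 632 (0.40, 0.23 to 0.57, exact two-sided p = 6.4e-06, adjusted 1.3e-05). *Prkce* had 370 and 380 tags (−0.01, −0.22 to 0.19, exact two-sided p = 0.91, adjusted 0.98). By summit fold enrichment the log2 ratios were −1.75 for *Itpr3*, 1.48 for *Cckar* and 1.20 for *Cdkn1a*.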

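At *Rab26* the peak over the TSS had 199 tags in WT and 41 in *Mist1-/-*, a log2 ratio of −2.33 (−2.81 to −1.85, exact two-sided binomial p = 1.8e-27, adjusted 7.6e-27), with fold enrichments of 43.2 and 19.0. Further along, *Mist1-/-* had a peak of 258 tags where WT had peaks of 105 and 44 tags. *Rab3d* had 282 and 116 tags (−1.33, −1.65 to −1.02, exact two-sided p = 1.9e-18, adjusted 7e-18) and fold enrichments of 99.8 and 42.7. *Gjb1* had 178 and 20 tags (−3.21, −3.87 to −2.55, exact two-sided p = 2.8e-34, adjusted 1.4e-33) and fold enrichments of 37.25 and 15.3. These ratios of tags are not scaled to length, and the called peaks were longer in WT, so part of each ratio is length. In WT and *Mist1-/-* the lengths were 1877 and 1074 bp at *Rab26* and 2291 and 1638 bp at *Rab3d*. At *Gjb1* they were 2630 and 740 bp. Tags per kb were 106 and 38.2 at *Rab26*, 123 and 70.8 at *Rab3d*, and 67.7 and 27.0 at *Gjb1*, lower in *Mist1-/-* at each.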

The trend in differential enrichment of *Gjb1* and *Rab26* for H3K4Me3 was likely not identified due to the rigorous statistical criteria applied by the MACS analysis, where only those peaks showing a complete absence of H3K4Me3 in either WT or *Mist1^−/−^* tissue were called.

**Figure 2:**
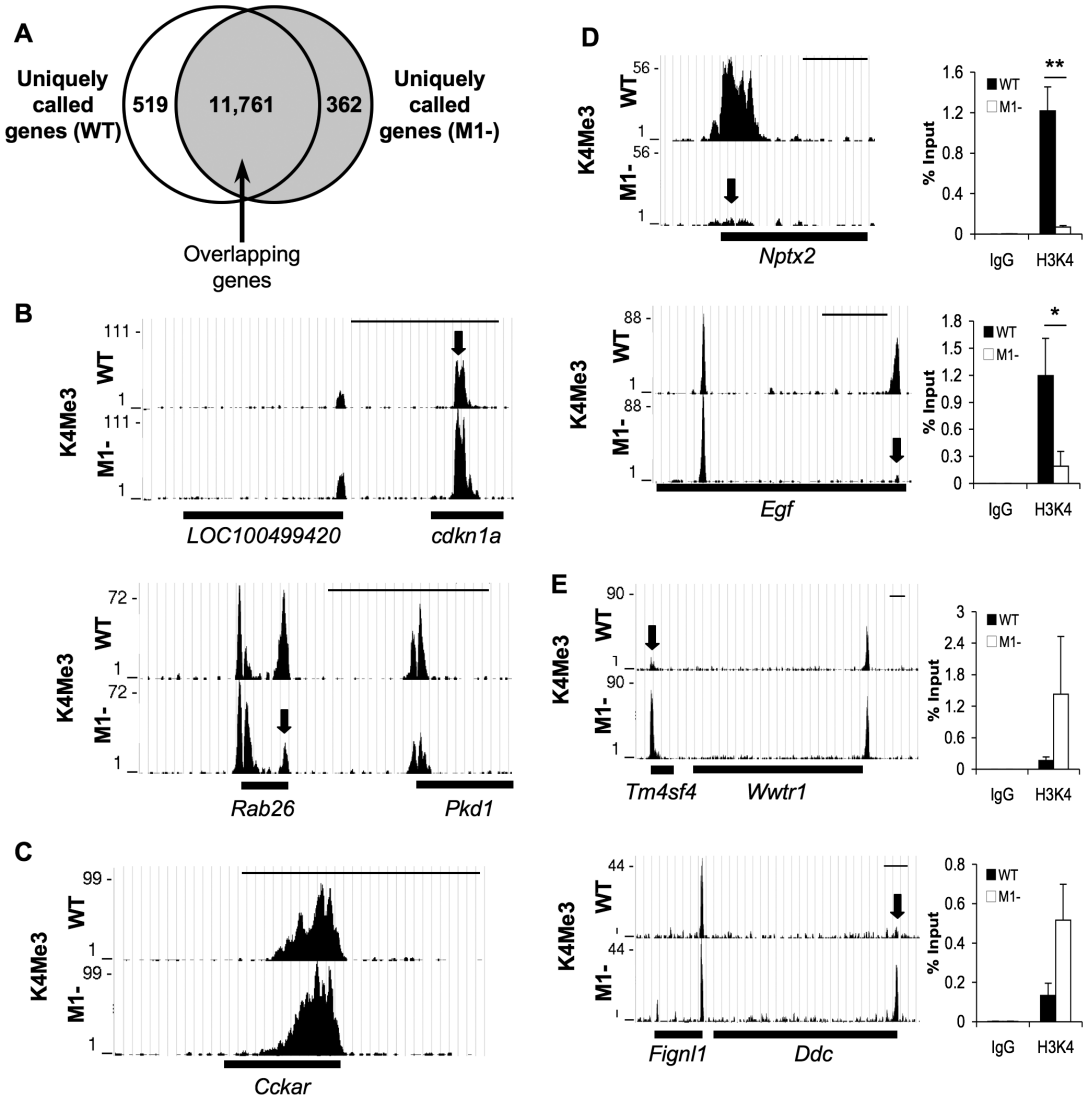
Differences in H3K4Me3 enrichment between WT and *Mist1^−/−^* pancreatic tissue are targeted. (**A**) Overlap of called genes identifies subsets of genes that are preferentially enriched for H3K4Me3 in WT or *Mist1^−/−^* tissue. (**B, C**) Schematic representation of ChIP-seq data showing H3K4Me3 enrichment for genes previously published with (**B**) decreased expression (*Cdkn1a*, *Rab26*) or (**C**) increased expression (*Cckar*) in *Mist1^−/−^* (M1-) pancreatic tissue. (**D, C**) Schematic representation of ChIP-seq data and validation by ChIP-qPCR showing H3K4Me3 enrichment for genes enriched for H3K4Me3 in (**D**) WT (*Nptx2, Egf*) or (**E**) *Mist1^−/−^* tissue (*Tm4sf4, Ddc*). Arrows indicate peak differences. Bars under the graph depict the extent of the genes. Scale bar = 50 kb (**B, C**) or 10 kb (**D, E**). Graphs represent ChIP-qPCR data verifying the differences in H3K4Me3 enrichment for each gene (n = 3). ChIP-qPCR was normalized to input levels. *P<0.05; **p<0.01.

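*Tm4sf4* had a WT peak of 21 tags at 57229315 to 57230098 on chromosome 3 and a *Mist1-/-* peak of 432 tags at 57228932 to 57233467, a log2 ratio of tags of 4.31 (3.68 to 4.94, exact two-sided binomial p = 9.5e-98, adjusted 2.9e-96). By fold enrichment, 11.9 and 22.2, the log2 ratio was 0.90. The WT and *Mist1-/-* peaks span 784 and 4536 bp, with 26.8 and 95.2 tags per kb, so part of the ratio of tags is length. At *Ddc* a *Mist1-/-* peak of 97 tags at 11796684 to 11798445 on chromosome 11 covers the TSS and has a fold enrichment of 18.8. No WT peak was called there, the nearest being 87824 bp from the *Ddc* amplicon of Table S1, and neither gene table lists *Ddc*.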

**Table 2:** Differentially enriched genes related to pancreatitis through Ingenuity Pathway Analysis.

Gene Name	Evidence	PRO	ANT	References^1^	*p-value
***Genes Preferentially Enriched for H3K4M3 in Mist1^−/−^ pancreatic tissue***					
*Pnliprp1*	⇓expression in autoimmune pancreatitis relative to CP	X		[1]	0.016
*Gc*	⇓expression in autoimmune pancreatitis		X	[2]	1.1×10^−8^
*Ripk3*	⇓susceptibility for pancreatitis in *Rip3k^−/−^* mice	X		[3]	0.819
*Icam1*	activated early in experimental pancreatitis	X		[4]	0.703
*Gucy1b3*	clinical trials using activators to reduce systemic complications of ECRP-induced pancreatitis		v		.216
*Cd38*	expressed in neutrophils in AP	X		[5]	.991
*Cftr*	mutant *Cftr* associated with HP	X			.985
*Ptgs2 (Cox2)*	⇓susceptibility for pancreatitis in *Ptg2^−/−^* mice	X		[6]	.623
*Chrm1*	blocking muscarinic signaling abolishes pathology in alcohol induced pancreatitis		v	[7]	.374
***Genes Preferentially Enriched for H3K4M3 in wild type pancreatic tissue***					
*E2f1*	*E2f1^−/−^* mice develop pancreatic insufficiency and diabetes		X	[8]	0.009
*Mme*	inhibition ⇑ severity of pancreatitis		X	[9]	0.165
*Pde7b*	Inhibitors used to ⇓ systemic complications of ECRP–induced pancreatitis	v			0.688
***Genes Preferentially Enriched for H3K4M3 in Mist1^−/−^ pancreatic tissue***					
*Cftr*	mutations increase risk of PDAC				0.985
*Ptgs2*	⇑development of PDAC	X		[10]	0.623
*Serpine2*	promotes invasion of PDAC cells	X		[11], [12]	0.181
*Rara*	⇑in PDAC/expressed in PDAC cell lines	X		[13]	0.002
*Palld*	promotes invasion of pancreatic cancer	X		[14]	0.116
*Timp1*	induces hyperproliferation of PDAC cells	X		[15]	0.285
*mir-125b1*					N.D.
*Brsk2*	⇑ in PDAC	X		[16]	0.272
*Hhip*	⇑ in PDAC	X		[17]	0.738
*Pik3cg*	⇑ in PDAC; potential “driver mutation”	X		[18], [19]	0.143
*Flt4*	⇑ in PDAC	X		[20]	0.978
*mir-210*	⇑ increased expression in PDAC	X		[21]	N.D.
***Genes Preferentially Enriched for H3K4M3 in wild type pancreatic tissue***					
*Hoxb2*	⇑ upregulated in PDAC	X		[22]	0.162
*Tll1*	silenced in PDAC		X	[23]	0.336
*Pdgfra*	inhibition of PDGF signaling reduced human cancer growth and metastasis	v		[24]	0.285
*Rrm2*	⇑chemoresistance to gemcitabine	X		[25]	0.001
*Loxl2*	Inhibition reduces resistance to gemcitabine	X		[26]	0.32
*Vim*	⇑ in PDAC	X		[27]	0.411
*Plau*	⇑ expression associated with pancreatic cancer	X		[28]	0.797
*mir125b1*					N.D
*Egf*	Signaling essential for K-ras oncogene driven PDAC	X		[29]	2.42×10^−9^
*Krt7*	⇑ expression associated with pancreatic cancer	X		[30]	0.058
*Id1*	*Id* knockdown inhibits metastasis	X		[31]	0.641
*Nptx2*	silenced in PDAC; inhibits proliferation and metastasis		X	[32], [33]	0.606
*Axl*	⇑ expression promotes invasion/survival of PDAC	X		[34]	0.206
*Foxa1*	downregulation required for EMT		X	[35]	0.578
*Anxa1*	suppresses NFkB		X	[36]	0.580
*Rasgrf2*	methylation observed in PDAC		X	[23]	0.468

PRO – promotes pancreatitis; ANT – reduces severity of pancreatitis; X - clear association; v – weak association;

* obtained from DiRenzo et al (2012) – p<0.05 was used as a cut-off for differentially expressed.

1 - see supplemental information for references.

Therefore, we decided to expand out criteria for changes in H3K4Me3 enrichment to include genes that were *preferentially* enriched for H3K4Me3. By inputting the .wig files for each chromosome into the UCSC genome browser, the entire ChIP-seq data was visually scanned to identify sites that showed at least a two-fold difference in the amplitude of H3K4Me3 enrichment between genotypes. 

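The peak tables hold no signal tracks, so the scan was replaced by the ratio of fold enrichment at the best peak of each gene, picked in each library separately. The paper set a lowest amplitude and took peaks within 1 kb of any part of a gene. Here no limit was set on amplitude, and only peaks within 1 kb upstream of a gene were used. Of the 10895 genes called in both libraries, 1340 were at least 2 times higher in WT and 734 in *Mist1-/-*. With the genes called in a single library, 1811 genes were preferentially enriched in WT and 1131 in *Mist1-/-*. A limit of 1.5 times raised the numbers to 3050 and 1812, while scaled tags gave 821 and 751 and a limit of 3 times 870 and 620. Of 768 distinct names on the paper's WT list in Table S2, 509 were called here. By fold enrichment 400 of them were preferential in WT, against a median of 138 in 10000 random lists matched on tags, and 9 in *Mist1-/-*. Of 625 names on the *Mist1-/-* list, 420 were called, 251 were preferential in *Mist1-/-* (random median 66) and 24 in WT. The paper drew both lists from these same libraries. An excess over random lists is thus built in, and the numbers describe only how far the 2 ways of selecting genes overlap.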

To be included, the H3K4Me3 peak needed to have an amplitude of at least 10 and to be within 1 kb of an annotated gene sequence. This visual analysis expanded the list of called genes from 519 unique genes to 769 genes (6.3% of the total number of called genes) that are preferentially H3K4Me3-enriched in WT pancreatic tissue, and from 362 unique genes to 625 preferentially H3K4Me3-enriched genes (5.2%) in *Mist1^−/−^* mice (**Table S2).**

To validate differences in H3K4Me3 enrichment, targeted ChIP-qPCR analysis was performed on pancreatic chromatin for three separate mice. We chose genes that showed unique (*Nptx2*) or preferential (*Egf*) enrichment for H3K4Me3 in WT tissue (**Figure 2D**). 

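*Nptx2* had WT peaks of 25 tags over the TSS and 371 tags at 145306772 to 145309914 on chromosome 5, with a fold enrichment of 37.6, and no *Mist1-/-* peak. The 371 tags exceed the fewest tags of any *Mist1-/-* peak, 10, by more than counting error (exact two-sided binomial p = 4.7e-99, adjusted 7.8e-98). *Mist1-/-* peaks with a score under 100 held up to 391 tags, so this comparison does not bound the tags of an uncalled region. *Nptx2* starts 355601 bp from the TSS of *Bhlha15*. At *Egf* a WT peak of 154 tags with a fold enrichment of 49.2 covers the TSS, with no *Mist1-/-* peak there (against the same 10 tags, exact two-sided p = 1.6e-35, adjusted 9.1e-35). A second *Egf* peak, within the gene, had 99 tags in WT and 131 in *Mist1-/-* (log2 ratio 0.35, −0.02 to 0.73, exact two-sided p = 0.075, adjusted 0.090).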

ChIP-qPCR confirmed increased H3K4Me3 enrichment on both genes supporting the ChIP-seq data. Conversely, *Tm4sf4* and *Ddc* showed increased enrichment for H3K4Me3 in *Mist1^−/−^* tissue based on ChIP-qPCR (**Figure 2E**). These results show that the differences in H3K4Me3 enrichment identified by ChIP were consistent in all *Mist1^−/−^* pancreatic samples and represented targeted changes in H3K4Me3 enrichment between the genotypes.

To determine if changes in H3K4Me3 enrichment between genotypes is indicative of changes in gene expression, we compared the results of the ChIP-seq data with a recent microarray analyses [32] contrasting pancreatic gene expression between two-month old wild type and *Mist1^−/−^* mice. To be identified as differentially expressed, we chose those genes exhibiting at least 1.5-fold difference in expression with a P value<0.01. Using these criteria, 503 genes were identified with increased expression in WT tissue and 592 genes with increased expression in *Mist1^−/−^* pancreas. Of the 503 genes with increased expression in WT tissue, only 26 (5.2%) were uniquely enriched for H3K4Me3 in WT pancreas. 

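Of the 503 entries that Table S2 gives with increased expression in WT, 501 were distinct names and 419 had a peak within 1 kb in at least 1 library. Among them 36 were called only in WT (7.19% of the names). Random lists of called genes matched on tags held a median of 8 such genes, with 95% of 10000 lists between 3 and 13, and none reached 36. As a contrast, the list with increased expression in *Mist1-/-* held 3 genes called only in WT, below nearly all random lists (median 14, percentile 0.005).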

Expanding this comparison to include preferentially enriched genes identified 87 of the 503 genes (17.3%; **Figure 3A**). 

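With genes at least 2 times higher by fold enrichment included, 136 of the 501 names were preferentially enriched in WT (27.1%), against a median of 57 in matched random lists (44 to 71 in 95% of 10000 lists) and 29 preferentially enriched in *Mist1-/-*. By scaled tags, a measure added after the data were seen, the number was 114 (random median 20), with 7 in *Mist1-/-*.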

Similar analysis revealed 31 of 592 differentially expressed genes (5.2%) with unique H3K4Me3 enrichment, or 64 of 592 genes with preferential enrichment (10.8%) in *Mist1^−/−^* pancreas (**Figure 3B**). 

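Of the 592 entries with increased expression in *Mist1-/-*, 591 were distinct names and 498 were called. Among them 34 were called only in *Mist1-/-* (5.75%), against a median of 12 in matched random lists (6 to 19 in 95% of 10000 lists). Preferential enrichment in *Mist1-/-* by fold enrichment held 81 (13.7%, random median 45, 33 to 57), and in WT 61 (random median 72, 58 to 88). By scaled tags, added after the data were seen, the numbers were 82 in *Mist1-/-* and 8 in WT.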

The complete comparison is provided in **Table S2**. We confirmed differential enrichment of H3K4Me3 and gene expression for a subset of genes identified in both lists by ChIP-qPCR, and qRT-PCR, respectively. In each case, ChIP-qPCR results confirmed the ChIP-seq data (**Figure 3C–F**). As indicated by the ChIP-seq data, greater H3K4Me3 enrichment was observed in WT chromatin for *Col7a1* and *Nphs1*, while *Asb11* and *Sult1c2* showed increased H3K4Me3 enrichment in *Mist1^−/−^* samples. A direct correlation between H3K4Me3 enrichment and gene expression was confirmed by qRT-PCR (**Figure 3G, H**). To determine if changes in gene expression may be correlated to epigenetic silencing, ChIP-PCR was performed for H3K27Me3. No changes in H3K27Me3 enrichment were observed at these genes. 

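For the genes called in both libraries the log2 ratio of *Mist1-/-* to WT was set against the expression lists. The 379 genes with increased expression in WT had a median of −0.46 by fold enrichment, below all 10000 random lists matched on tags (median −0.11), and 100 of them were at least 2 times lower in *Mist1-/-*. The 461 genes with increased expression in *Mist1-/-* had a median of 0.02, above all random lists (median −0.12), and 47 were at least 2 times higher and 58 at least 2 times lower in *Mist1-/-*. By scaled tags, added after the data were seen, the medians were −0.51 and 0.30, with 89.2% of the WT list and 15.8% of the *Mist1-/-* list below 0. The ratios of genes in a list are not independent replicates. From the small part of the expression lists found among uniquely or preferentially enriched genes, the paper proposes that H3K4Me3 changes in these mice are targeted and are not a sign of altered expression.

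**Figure D3:**
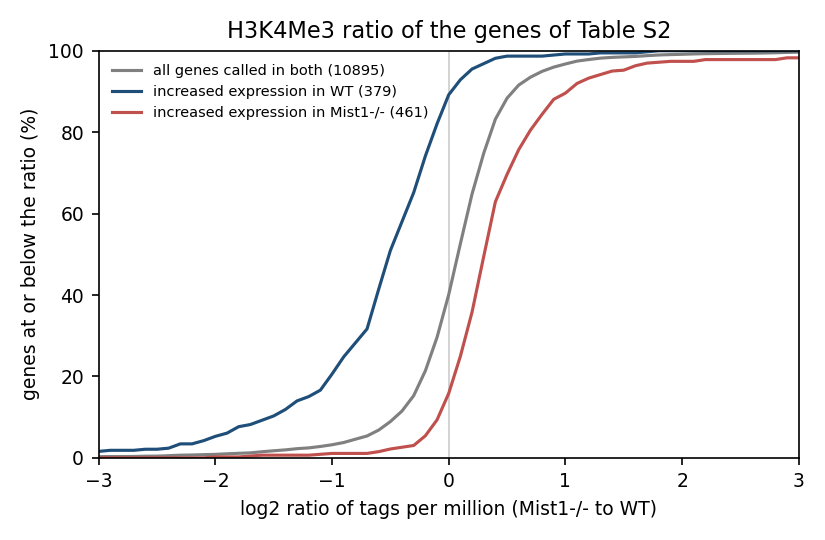
Cumulative share of genes by log2 ratio of tags scaled to unique reads, *Mist1-/-* to WT, for genes called in both libraries and for the genes of the 2 expression lists.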

The limited correlation between differences in gene expression and H3K4Me3 enrichment was surprising and suggests that changes in H3K4Me3, while targeted, are not indicative of altered expression.

**Figure 3:**
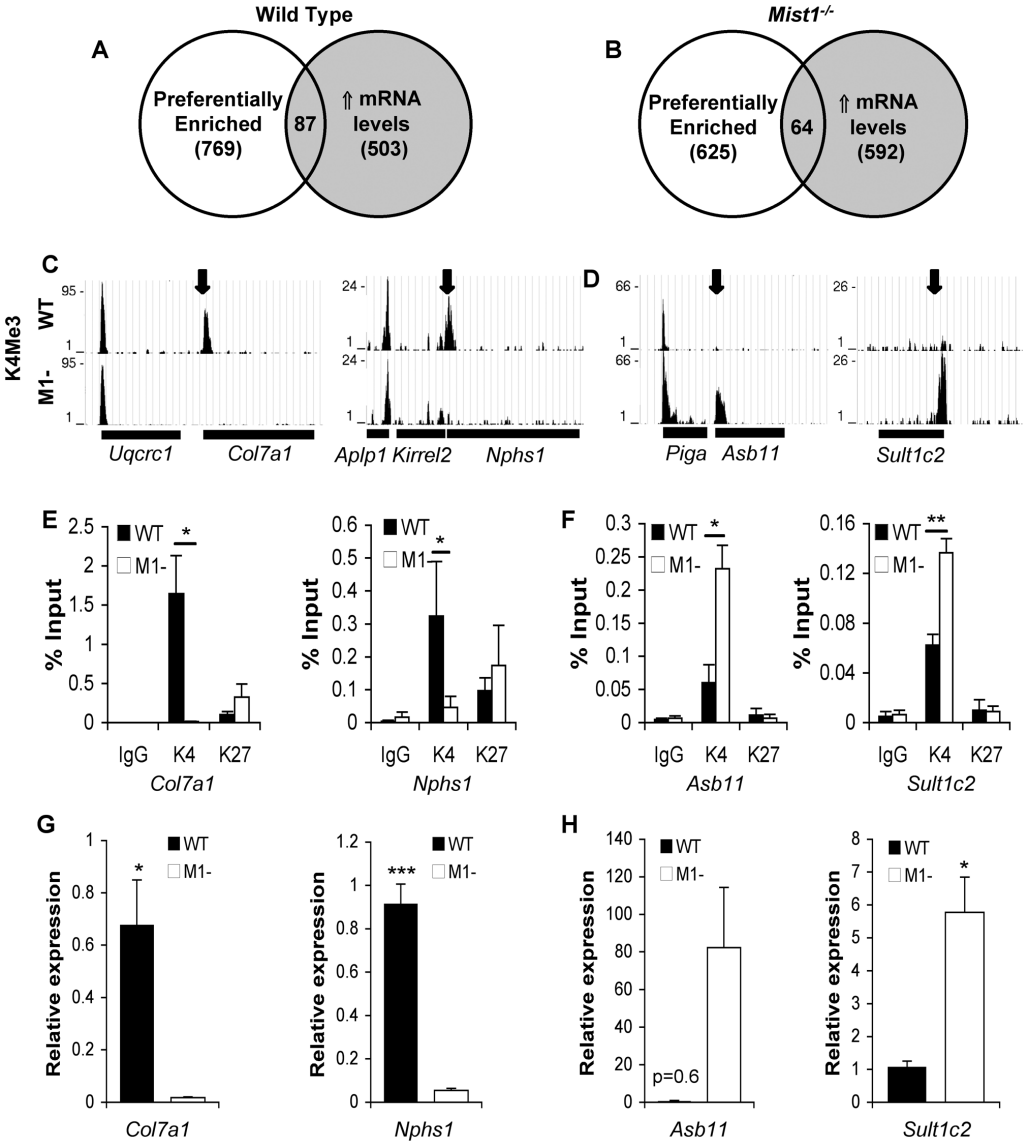
A subset of genes that are differentially enriched © WT and *Mist1^−/−^* pancreatic tissue exhibit altered gene expression. (**A, B**) Overlap of data sets for genes that are preferentially enriched for H3K4Me3 and have increased expression based on microarray analysis (DiRenzo et al, 2012; GEO Accession # GSE34232) in (**A**) wild type and (**B**) *Mist1^−/−^* tissue. Schematic representation of ChIP-seq data showing H3K4Me3 enrichment for genes uniquely enriched for H3K4Me3 in (**C**) WT or (**D**) *Mist1^−/−^* tissue. Bars under the graph depict the extent of the genes. (**E, F**) ChIP-qPCR for H3K4me3 and H3K27Me3 enrichment, and (**G, H**) qRT-PCR for expression of genes identified by ChIP-seq. ChIP-qPCR was normalized to input levels *P<0.05; **P<0.01; ***P<0.001; n = 3.

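*Col7a1* had a WT peak of 168 tags at 108855301 to 108856951 on chromosome 9 with a fold enrichment of 58.1 (against the fewest tags of a *Mist1-/-* peak, exact two-sided binomial p = 1e-39, adjusted 6.9e-39). *Nphs1* had a WT peak of 59 tags with a fold enrichment of 14.4 (exact two-sided p = 3.2e-10, adjusted 1e-09). *Asb11* had a *Mist1-/-* peak of 250 tags at 160874756 to 160878347 on the X chromosome with a fold enrichment of 28.0 (against the fewest tags of a WT peak, exact two-sided p = 1.6e-59, adjusted 1.3e-58). *Sult1c2* had a *Mist1-/-* peak of 126 tags with a fold enrichment of 11.85 (exact two-sided p = 5.1e-26, adjusted 2.1e-25). Each of these peaks covers the TSS of its gene, and none overlaps a peak of the other library.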

Since alterations in H3K4Me3 enrichment between genotypes is targeted, this suggests that the epigenetic changes may define specific biological processes affected by the loss of MIST1. Ingenuity Pathway Analysis (IPA) revealed the molecular pathways highly represented by differential gene enrichment in WT or *Mist1^−/−^* pancreatic tissue (**Figure 4A,B**). Interestingly, many pathways are identified as significantly represented in both genotypes. However, IPA only reflects an association with the pathway and does not indicate a positive or negative effect of the gene on that pathway. As would be expected from previous studies on the *Mist1^−/−^* phenotype, genes involved in cell morphology and cell-cell signalling are 10× more likely to be represented in WT samples, while genes involved in cell death and survival are 100× more likely to be represented in *Mist1^−/−^* tissue. Interestingly, there is a high representation for H3K4Me3-enriched genes involved in lipid metabolism in *Mist1^−/−^* tissue. An effect on lipid metabolism has not yet been identified as altered in *Mist1^−/−^* mice, and may reflect a possible metabolic defect in these mice.

**Figure 4:**
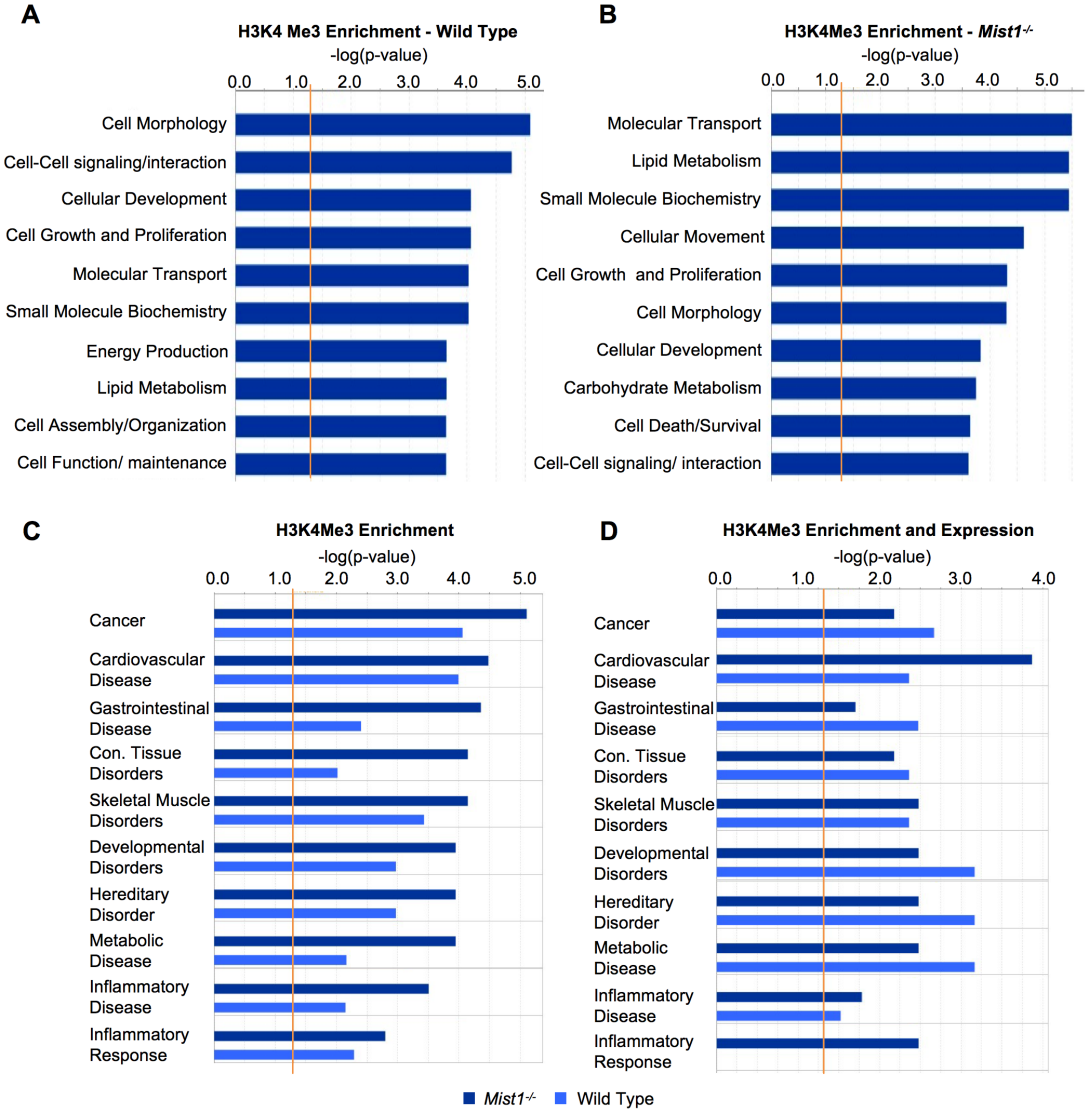
Specific pathways are selectively enriched between WT and *Mist1^−/−^* acinar cells. Ingenuity Pathway analysis (IPA) was performed for genes exhibiting preferential H3K4Me3 enrichment in either genotype. A right tailed Fisher's exact test was used to prioritize the most significant biological functions based on −log of p-value. The ratio was calculated by taking the number of genes in a given pathway that meet the cutoff criteria, and dividing this total by the number of genes that make up the pathway. The orange line represents the threshold where pathways are considered over-represented. The ten most represented molecular and cell _erulean_g pathways are shown for gene sets that are preferentially enriched for H3K4Me3 in (**A**) wild type and (**B**) *Mist1^−/−^* samples. (**C**) The top eight disease-related pathways represented by enriched genes within *Mist1^−/−^* samples are shown along with inflammatory disease and response, due to the relationship of MIST1 with pancreatitis. (**D**) Identical IPA performed for these disease related pathways using the list of genes that are differentially enriched and differentially expressed between WT and *Mist1^−/−^* tissue.

A similar pathway analysis examining disease-related pathways identified increased representation for genes involved in cancer, gastrointestinal disease and connective tissue disorders in *Mist1^−/−^* samples (**Figure 4C**). This suggests pathways linked to these diseases might be preferentially activated within *Mist1^−/−^* tissue. However, pathway analysis for genes that exhibited alterations in both expression and H3K4Me3 enrichment showed no difference in the representation of these pathways between genotypes (**Figure 4D**). For example, genes involved in gastrointestinal disease were 100-fold more likely to be enriched in *Mist1^−/−^* tissue compared to WT tissue (**Figure 4C**), but less likely to expressed (**Figure 4D**). Therefore, gene expression was not altered in the same fashion as the epigenetic program in *Mist1^−/−^* mice.

Since MIST1 is lost in pancreatitis and PDAC [25], we performed pathway analysis for genes associated to either disease. 

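All 12 genes of Table 2A had a listed peak. Of the 9 genes given for *Mist1-/-*, 7 had a peak in *Mist1-/-* only, with a median of 39 tags and a range of 14 to 58. For *Ripk3*, *Cd38* and *Chrm1* these tags were within counting error of the fewest tags of a WT peak, so that a difference was not detectable at this depth. The other two, *Pnliprp1* and *Gucy1b3*, had peaks in both libraries: 93 tags over 2667 bp in WT and 599 over 7971 bp in *Mist1-/-* (log2 ratio 2.63, 2.32 to 2.95, exact two-sided binomial p = 1.8e-87, adjusted 2.7e-86), and 11 tags over 465 bp and 52 over 1141 bp (2.19, 1.27 to 3.11, exact two-sided p = 3.6e-07, adjusted 7.6e-07). By fold enrichment their log2 ratios were 0.34 and 0.73, both below 2 times.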

Genes linked to pancreatitis and exhibiting preferential H3K4Me3 enrichment in one genotype were more highly represented in *Mist1^−/−^* tissue (**Table 2A**). 

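Of the genes given for WT in Table 2A, *Mme* had a WT peak of 34 tags and none in *Mist1-/-* (against the fewest tags of any *Mist1-/-* peak, exact two-sided binomial p = 0.00021, adjusted 0.00043). *Pde7b* had 108 tags over 1292 bp in WT and 24 over 737 bp in *Mist1-/-* in a peak within the gene (log2 ratio −2.22, −2.86 to −1.59, exact two-sided p = 8e-15, adjusted 2.4e-14). *E2f1* had 24 and 25 tags in the peak upstream of its TSS (0.01, −0.79 to 0.80, exact two-sided p = 1, adjusted 1), and a second WT peak of 50 tags over the TSS without a *Mist1-/-* peak. Of the genes given for *Mist1-/-*, *Icam1* had 39 tags and *Cftr* 48, with no peak in WT. Against the fewest tags of any WT peak the values were p = 4.4e-05 (adjusted 9.7e-05) and p = 5.6e-07 (adjusted 1.6e-06), by the same exact two-sided test. An uncalled region can hold more than the fewest tags, so for *Mme*, *Icam1* and *Cftr* the test does not compare the 2 libraries at the gene.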

Interestingly, genes that promote pancreatitis were preferentially enriched for H3K4Me3 in *Mist1^−/−^* tissue, while genes correlating to decreased severity of pancreatitis were preferentially enriched in WT samples. While not as distinct, a similar epigenetic reprogramming was observed for genes involved in PDAC. 

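Without the microRNA *mir-125b1*, which it names for both genotypes, Table 2B gives 15 genes for WT and 11 for *Mist1-/-*, and all had a listed peak. Of the WT genes 13 were listed in WT only, with a median of 22 tags and a range of 11 to 371, and 7 of these were within counting error of the fewest tags of a *Mist1-/-* peak. Of the *Mist1-/-* genes 6 were listed in *Mist1-/-* only, with a median of 20.5 tags, and 4 of these were within counting error. The other 5 *Mist1-/-* genes had overlapping peaks in both libraries. By tags *Pik3cg* was higher in *Mist1-/-* (18 tags over 706 bp and 58 over 1245 bp, log2 ratio 1.63, 0.88 to 2.39, exact two-sided binomial p = 8.5e-06, adjusted 1.6e-05), while *Serpine2* was lower (90 and 52, −0.84, −1.33 to −0.35, exact two-sided p = 0.00074, adjusted 0.0011). Within *Serpine2* a further peak of 16 tags was called in *Mist1-/-* alone. *Rara* and *Palld* had adjusted p above 0.05 in the shared peak compared, and each had a further peak in *Mist1-/-* alone. A second shared peak of *Rara* had 91 tags in WT and 131 in *Mist1-/-*. For *Brsk2* the peaks compared, 149135711 to 149137356 in WT and 149133817 to 149135749 in *Mist1-/-*, overlap only at their ends, so they are not the same peak. The WT peak that lies inside this *Mist1-/-* peak, at 149134490 to 149135639, had 47 tags against 142 in *Mist1-/-*, and the pair downstream of it had 144 and 103 tags. These pairs were not tested.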

28 genes previously linked to PDAC were differentially enriched between the two genotypes (**Table 2B**). 

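*Gc* had a *Mist1-/-* peak of 45 tags at 89885766 to 89887038 on chromosome 5 and none in WT (against the fewest tags of any WT peak, exact two-sided binomial p = 2.5e-06, adjusted 6.3e-06). *Rrm2* had 111 tags in WT and 39 in *Mist1-/-* (log2 ratio −1.56, −2.09 to −1.04, exact two-sided p = 6.9e-10, adjusted 1.6e-09), with fold enrichments of 59.8 and 22.9. *Egf* had the peak over its TSS in WT only, with 154 tags.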

Surprisingly, only three genes identified for either disease (*Gc*, *Rrm2* and *Egf*) were also differentially expressed between WT and *Mist1^−/−^* mice based on microarray analysis. The differential enrichment between genotypes suggests that the epigenome may be primed to increase susceptibility for pancreatitis or PDAC in *Mist1^−/−^* mice. To assess this possibility, acute cerulein-induced pancreatitis was induced in WT and *Mist1^−/−^* mice and gene expression assessed 4 hours later. *Ripk3*, *Ptgs2*, and *Pnliprp1*, all preferentially enriched in *Mist1^−/−^* tissue, showed increased expression in *Mist1^−/−^* mice only after initiation of CIP (**Figures 5A, B** **,** **6A**). In fact, *Pnliprp1* expression appears to decrease in CIP-treated WT tissue. No difference in expression was observed between genotypes prior to initiating CIP or in purified acinar cells, although surprisingly, there was a trend towards decreased expression for *Pnliprp1* in *Mist1^−/−^* acinar cells relative to WT acini (**Figure 6A**). Gc, which was both differentially expressed and enriched for H3K4Me3, showed a trend for increased expression in saline-treated mice that was further exacerbated in culture (**Figure 6B**). We next examined *Palld*, a gene that has been strongly linked to familial pancreatic cancer [36], [37] and was differentially enriched for H3K4Me3 in *Mist1^−/−^* samples. 

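*Palld* had a peak at 64068289 to 64070289 on chromosome 8 with 106 tags in WT and 109 in *Mist1-/-*, a log2 ratio of −0.01 (−0.40 to 0.37, exact two-sided binomial p = 1, adjusted 1). Within the gene *Mist1-/-* had a further peak of 110 tags at 64301616 to 64303799 with a fold enrichment of 16.9, where no WT peak was called. A WT peak of 13 tags in the gene had no *Mist1-/-* counterpart. None of these peaks lay within 1 kb upstream of the gene in the authors' tables.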

Similar to *Ptgs2* and *Ripk3*, there was no difference in expression in saline-treated tissue or acinar cells. However, there was a dramatic increase in expression following CIP treatment only in *Mist1^−/−^* samples (**Figure 6C**). 

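*Hoxb2* had a WT peak of 11 tags at 96213276 to 96213728 on chromosome 11 with a fold enrichment of 8.94, and none in *Mist1-/-*. Its tags do not differ from the fewest tags of a *Mist1-/-* peak (exact two-sided binomial p = 0.83, adjusted 0.86), so a difference was not detectable at this depth. *Axl* had a WT peak of 38 tags at 26540458 to 26541294 on chromosome 7, which the authors' table assigns to it and whose summit lies 32686 bp past the TSS. A *Mist1-/-* peak of 377 tags at 26537866 to 26541266 overlaps the WT peak but is not assigned to *Axl* (log2 ratio 3.26, 2.78 to 3.74, exact two-sided p = 8.3e-69, adjusted 6.3e-68). It reaches beyond the 837 bp of the WT peak, so part of this ratio of tags is length. The gene runs from 26573724 to 26542292 on the minus strand, so both peaks lie past its end. The ratio thus does not describe the TSS of *Axl*.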

Finally, we examined two genes that were differentially enriched for H3K4Me3 only in WT mice, *Hoxb2* and *Axl*, and linked to pancreatic cancer. While Hoxb2 expression increased during CIP (**Figure 6D**), similar increases were observed in both genotypes. Alternatively, *Axl* showed no difference between genotypes or following CIP treatment (**Figure 6E**). Interestingly, both genes showed higher expression in WT acinar cells compared to *Mist1^−/−^* cells. This suggests that differential activation of gene expression is context dependent - not all H3K4Me3-enriched genes will be activated by 4 hours of cerulein treatment. Therefore, it appears that epigenetic changes related to genes involved in disease occur prior to changes in gene expression.

**Figure 5:**
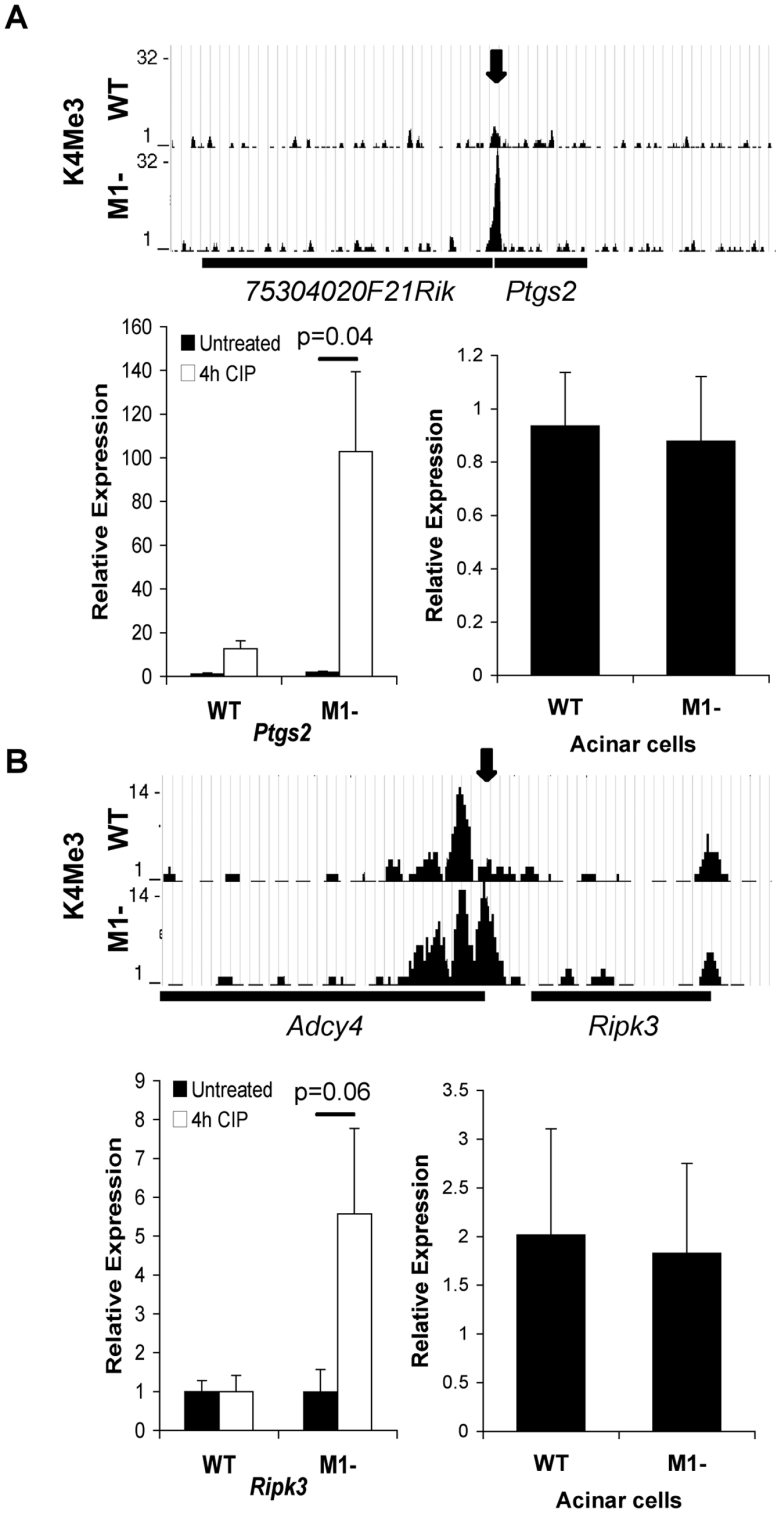
Epigenetic changes predict molecular responses to _erulean induced pancreatitis (CIP). Schematic representation of ChIP-seq data showing H3K4Me3 enrichment for (**A**) *Ptgs2* and (**B**) *Rpik3*, which were uniquely enriched for H3K4Me3 in *Mist1^−/−^* tissue but exhibit no change in gene expression. Arrows indicate peak differences. Bars under the graph depict the extent of the genes. Graphs represent qRT-PCR on whole pancreatic tissue from untreated or four hours of _erulean treatment in wild type (WT) and *Mist1^−/−^* (M1-) mice (left; n = 3), or immediately after acinar cell isolation (n = 4; right).

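*Ptgs2* had a *Mist1-/-* peak of 58 tags over the TSS, at 151946659 to 151947890 on chromosome 1 with a fold enrichment of 29.3, and no WT peak (against the fewest tags of any WT peak, exact two-sided binomial p = 5.5e-09, adjusted 1.7e-08). *Ripk3* had a *Mist1-/-* peak of 20 tags at 56402569 to 56403196 on chromosome 14 with a fold enrichment of 11.85 and a summit 4963 bp past the TSS. This peak lies past the end of the gene, which runs from 56407694 to 56403833 on the minus strand. With no WT peak there, its 20 tags do not differ from the fewest tags of a WT peak (exact two-sided p = 0.10, adjusted 0.16).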

**Figure 6:**
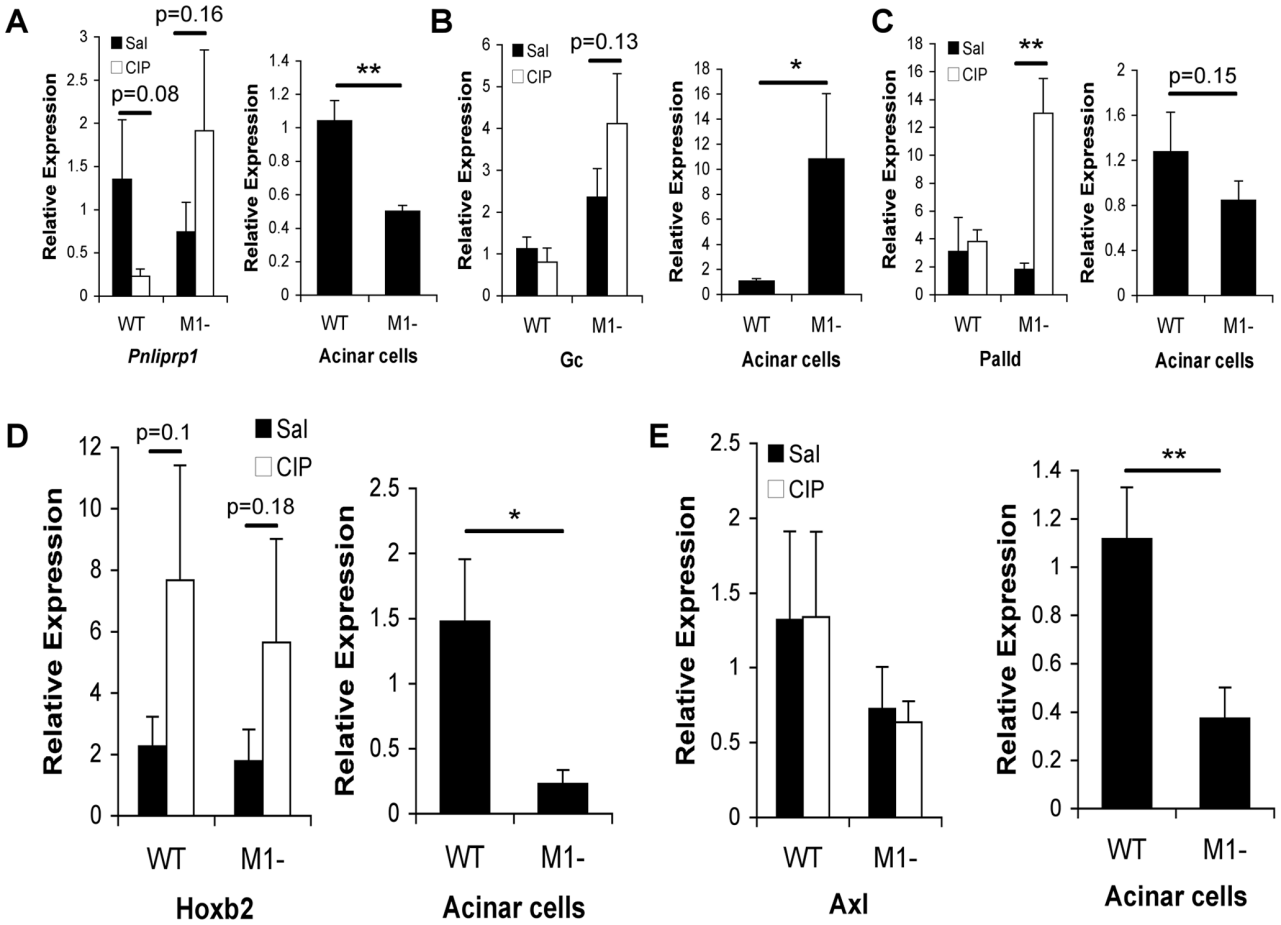
Differential response to _erulean treatment or acinar cell isolation. Gene expression analysis between (**A**) *Pnliprp1*, (**B**) *Gc*, (**C**) *Palld*, (**D**) *Hoxb2* and (**E**) *Axl*. Graphs represent qRT-PCR on whole pancreatic tissue 4 hours after saline or _erulean treatment of wild type (WT) and *Mist1^−/−^* (M1-) mice (left; n = 4), or immediately after acinar cell isolation (n = 4; right). *p<0.05; **p<0.01.

## Discussion

While the roles of specific transcription factors are well defined in the context of pancreatic development and disease, the involvement of epigenetic reprogramming is still undefined. In this study, we examined global H3K4Me3 enrichment in adult pancreatic tissue under normal and chronically stressed (*Mist1^−/−^*) conditions and developed an epigenetic road map for H3K4Me3 enrichment within the acinar cell genome. We showed that alterations in H3K4Me3 enrichment that occur under chronic stress conditions are targeted, and often these changes in H3K4Me3 do not reflect changes in gene expression. However, our results indicate that epigenetic reprogramming may lead to priming of genes, allowing for rapid induction in response to external cues. Such reprogramming provides a link between chronic stress and disease susceptibility and suggests changes in the epigenetic landscape of acinar cells are early events in promoting increased susceptibility to disease.

Global approaches for assessing gene regulation are highly insightful. Approaches such as gene microarray and RNA-seq have identified novel contributors to disease or genetic susceptibility, while ChIP-seq experiments have defined new gene targets for well-known transcription factors. However, ChIP-seq has the advantage of identifying microRNAs, lncRNAs and intergenic regulatory regions with specific epigenetic marks that are not usually covered by conventional ChIP-on-chip analysis. Considering the evidence that most of the mouse genome is transcribed [38], [39], [40], the ChIP-seq analysis for the unannotated regions of chromosomes becomes even more important. H3K4Me3 has been identified as an epigenetic modification associated with TSSs of active genes. We show that a significant proportion of H3K4Me3 sites (25.9%) is not associated with TSSs, located between or within genes, distal from the TSS. These peaks are not randomly located throughout the genome, but were consistently enriched in chromatin samples from multiple mice in different breeding facilities. Recent evidence suggests H3K4Me3 can be enriched at regulatory regions distal to TSSs [34]. Therefore, the presence of H3K4Me3 enrichment in these regions may define unknown, distal regulatory elements of active genes. Chromosome confirmation capture (3C) is necessary to align intergenic H3K4Me3 enrichment points with distally affected genes.

Numerous reports show that stress caused by environmental toxins or nutrition deficiency leads to a shift in epigenome [41], [42], leading us to predict that *Mist1^−/−^* pancreatic tissue would also be epigenetically reprogrammed. ChIP-seq analysis revealed targeted H3K4Me3 changes in *Mist1^−/−^* mice suggesting that specific molecular pathways are affected. Since MIST1 is a transcription factor, it could be suggested that reprogramming of H3K4Me3 simply reflects direct targets of MIST1 transcriptional activity. MIST1 is believed to enhance the expression of genes within the exocytosis pathway and the ChIP-seq analysis identified decreased H3K4Me3 enrichment for *Rab26*, *Rab3d* and *Gjb1*, direct targets of MIST1 [20], [21]. However, changes in H3K4me3 enrichment were not limited to genes regulated by MIST1 and alone were not sufficient to predict the gene expression changes between WT and *Mist1^−/−^* mice. In fact, the majority of gene expression changes between genotypes were not reflected by changes in H3K4Me3 enrichment. It is possible that the inconsistency between H3K4Me3 enrichment and gene expression may reflect the sources of material. Previous microarray have been performed on pancreatic tissue, while we used isolated acinar cells for ChIP-seq experiments. We and others have shown that acinar cell isolation can affect gene expression [25], [43], [44]. However, H3K4Me3 enrichment in the ChIP-seq samples has been validated for all genes examined by ChIP-qPCR (11 shown in this study). While we did observe gene expression difference between WT and *Mist1^−/−^* acini for *Hoxb2* and *Axl*, *Ptgs2*, *Ripk3*, *Palld*, and *Pnliprp1* all showed difference only during CIP treatment and not as a result of the isolation procedure. Therefore, while it is possible that H3K4Me3 enrichment could occur within the time frame of acinar cell isolation, our results still confirm that a subset of genes are differentially primed for activation during CIP. The observation that H3K4Me3 enrichment does not alter gene expression hints that epigenetic reprogramming is an initiating event that dictates the sensitivity of the pancreas to factors promoting disease.

Primed or bivalently marked genes have both active and repressive marks at the same promoter, indicative of genes that are within a poised state [26], [45], [46]. Numerous studies have identified the rapid activation of genes in acinar cells within minutes of inducing pancreatic injury, suggesting they are primed for activation [47], [48], [49]. Understanding this relationship could allow us to determine how normal and chronically stressed acinar cells differ in their response to acute challenges. We propose a model in which changes in the H3K4Me3 epigenetic program between genotypes reflects priming of genes that ultimately determine the potential molecular response to changes in cellular environment and the susceptibility to disease (**Figure 7**). In this model, different sets of genes are poised for activation, leading to dramatically different outcomes upon exposure to acute environmental changes. We have shown that *Mist1^−/−^* acinar cells respond dramatically different to acute stress, with limited increases in a number of pathways normally activated in WT cells [23]. The altered response is likely responsible for the increased ability of *Mist1^−/−^* acinar cells to undergo acinar-to-duct cell metaplasia [25] and may dictate the increased sensitivity to pancreatic injury observed in *Mist1^−/−^* mice [22], [23]. We now show in this study that a number of genes linked to pancreatitis and PDAC are differentially enriched for H3K4Me3 in *Mist1^−/−^* acini but are not differentially expressed, suggesting that they are differentially poised to be activated. While the number of genes represented in pancreatitis and PDAC is rather small, this may reflect deficiencies in the analysis, and that many genes involved in these diseases have not yet identified through GO terms. For example, *Fgf21* is epigenetically reprogrammed, with complete loss of H3K4Me3 enrichment in *Mist1^−/−^* mice. 

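*Fgf21* had a WT peak of 120 tags over the TSS, at 52869262 to 52870983 on chromosome 7, with a score of 678 and a fold enrichment of 32.8. No *Mist1-/-* peak was called at the gene, and the tags exceed the fewest tags of any *Mist1-/-* peak by more than counting error (exact two-sided binomial p = 3.8e-26, adjusted 1.8e-25). *Mist1-/-* peaks with a score under 100 held 10 to 391 tags, so a residue above 10 tags in *Mist1-/-* can also go uncalled.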

While not identified through pathway analysis, we have shown that *Fgf21* is rapidly activated by CIP (100-fold within 60 minutes) and protective against CIP [50]. *Fgf21* is not activated in *Mist1^−/−^* mice in response to CIP and contributes to the pathology exhibited by these mice (Johnson et al, submitted).

**Figure 7:**
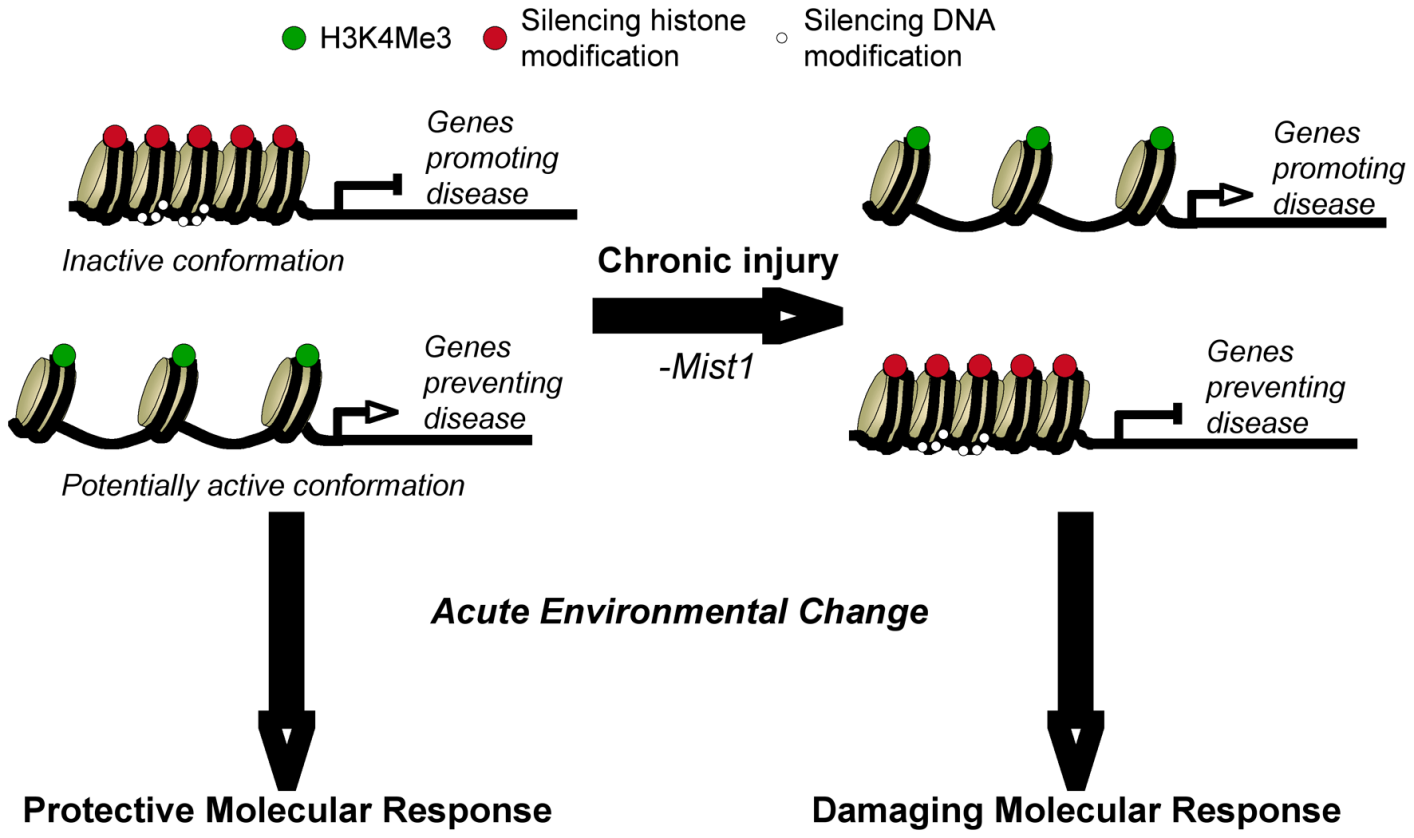
Model for priming of genes for differential expression during CIP. Under normal conditions, genes that promote pancreatic disease are silent while those that protect against injury are either active or primed for activity based on H3K4Me3 enrichment. Following exposure to a chronically injured environment (i.e. loss of MIST1), these genes become reprogrammed so that the response to an adverse environmental challenge now leads to the activation of genes promoting disease progression and severity. This model includes potential epigenetic silencing mechanisms to the DNA or histones, which were not investigated in this study.

In conclusion, this is the first genome-wide study in pancreatic acinar cells identifying H3K4Me3 enrichment. This study provides a map of the H3K4Me3 epigenetic program under normal and chronically stressed conditions, and can be used to understand how genetic and environmental events affect the program globally or specifically. Future work should be directed towards understanding the importance of H3K4Me3 enrichment in genomic regions not associated with TSSs of annotated genes and the repertoire of regulatory regions/genes important for pancreatic acinar cells function.

## Supporting Information

Figure S1 **There is less than a 5% difference in the number of H3K4Me3 peaks (black) and associated genes (white) between wild type (WT) and** ***Mist1^−/−^*** **(M1-) samples.** Total numbers are provided. The parameters used for MACS are as follows: -c (sample 1-Wild Type-IP is the input sample of sample 2-Wild Type-H3K4, sample 4-Mist1^−/−^-IP is the input sample of sample 5-Mist1^−/−^-H3K4), –tsize 49, –bw (192 for sample 2-WT-H3K4, 230 for sample 5-M1-H3K4), –gsize mm, –pvalue 1×10^−5^, –wig, –wigextend 300, –space 50, –diag Ture and –mfold 10,30. BGI gene calling 1.0 algorithm, developed by BGI, was used for gene calling.
(TIF) Click here for additional data file.

Figure S2 **The distribution of scores across all chromosomes exhibits low variability between the wild type (blue) and Mist1^−/−^ (red animals for the H3K4Me3 dataset.** The score equals −10*log10 (P value), where the P value is calculated by MACS.
(TIF) Click here for additional data file.

Figure S3 **The distribution of H3K4Me3 marks shows variability across the chromosomes.** The number of H3K4Me3 enrichment sites was normalized to chromosome size.
(TIF) Click here for additional data file.

Figure S4 **Schematic representation of ChIP-seq data showing H3K4Me3 enrichment for (A) genes with decreased (red) or (B) increased expression (green) in** ***Mist1^−/−^*** **(M1-) pancreatic tissue. Scale bars = 20 kb.**
(TIF) Click here for additional data file.

File S1 **Supplemental Information - References for** **Table 2** **.**
(DOC) Click here for additional data file.

Table S1 **Sequences of primers used for RT-PCR and ChIP-PCR Assays.**
(RTF) Click here for additional data file.

Table S2 **Differential H3K4Me3 Enrichment in WT and** ***Mist1^−/−^*** **tissue.**
(RTF) Click here for additional data file.

# Supplementary material for: Epigenetic Reprogramming in Mist1−/− Mice Predicts the Molecular Response to Cerulein-Induced Pancreatitis
**Source:** PLoS One. 2014 Jan 21;9(1):e84182. doi: 10.1371/journal.pone.0084182
**Supplement:** File S1 — Supplemental Information - References for Table 2 .

***Supplemental Information - References for Table 2***

1. Lohr JM, Faissner R, Koczan D, Bewerunge P, Bassi C, et al. (2010) Autoantibodies against the exocrine pancreas in autoimmune pancreatitis: gene and protein expression profiling and immunoassays identify pancreatic enzymes as a major target of the inflammatory process. Am J Gastroenterol 105: 2060-2071.

2. Jin H, Yu J, Wang W, Chen C, Chen X, et al. (2012) Serum Gc-globulin levels are reduced in patients with severe acute pancreatitis. Eur J Gastroenterol Hepatol 24: 501-505.

3. He S, Wang L, Miao L, Wang T, Du F, et al. (2009) Receptor interacting protein kinase-3 determines cellular necrotic response to TNF-alpha. Cell 137: 1100-1111.

4. Hartwig W, Werner J, Warshaw AL, Antoniu B, Castillo CF, et al. (2004) Membrane-bound ICAM-1 is upregulated by trypsin and contributes to leukocyte migration in acute pancreatitis. Am J Physiol Gastrointest Liver Physiol 287: G1194-1199.

5. Pietruczuk M, Dabrowska MI, Wereszczynska-Siemiatkowska U, Dabrowski A (2006) Alteration of peripheral blood lymphocyte subsets in acute pancreatitis. World J Gastroenterol 12: 5344-5351.

6. Ethridge RT, Chung DH, Slogoff M, Ehlers RA, Hellmich MR, et al. (2002) Cyclooxygenase-2 gene disruption attenuates the severity of acute pancreatitis and pancreatitis-associated lung injury. Gastroenterology 123: 1311-1322.

7. Lugea A, Tischler D, Nguyen J, Gong J, Gukovsky I, et al. (2010) Adaptive Unfolded Protein Response Attenuates Alcohol-Induced Pancreatic Damage. Gastroenterology.

8. Iglesias A, Murga M, Laresgoiti U, Skoudy A, Bernales I, et al. (2004) Diabetes and exocrine pancreatic insufficiency in E2F1/E2F2 double-mutant mice. J Clin Invest 113: 1398-1407.

9. Koh YH, Moochhala S, Bhatia M (2011) The role of neutral endopeptidase in caerulein-induced acute pancreatitis. J Immunol 187: 5429-5439.

10. Hill R, Li Y, Tran LM, Dry S, Calvopina JH, et al. (2012) Cell intrinsic role of COX-2 in pancreatic cancer development. Mol Cancer Ther 11: 2127-2137.

11. Neesse A, Wagner M, Ellenrieder V, Bachem M, Gress TM, et al. (2007) Pancreatic stellate cells potentiate proinvasive effects of SERPINE2 expression in pancreatic cancer xenograft tumors. Pancreatology 7: 380-385.

12. Buchholz M, Biebl A, Neesse A, Wagner M, Iwamura T, et al. (2003) SERPINE2 (protease nexin I) promotes extracellular matrix production and local invasion of pancreatic tumors in vivo. Cancer Res 63: 4945-4951.

13. Weiss FU, Marques IJ, Woltering JM, Vlecken DH, Aghdassi A, et al. (2009) Retinoic acid receptor antagonists inhibit miR-10a expression and block metastatic behavior of pancreatic cancer. Gastroenterology 137: 2136-2145 e2131-2137.

14. Goicoechea SM, Garcia-Mata R, Staub J, Valdivia A, Sharek L, et al. (2013) Palladin promotes invasion of pancreatic cancer cells by enhancing invadopodia formation in cancer-associated fibroblasts. Oncogene.

15. Botta GP, Reichert M, Reginato MJ, Heeg S, Rustgi AK, et al. (2013) ERK2-regulated TIMP1 induces hyperproliferation of K-Ras(G12D)-transformed pancreatic ductal cells. Neoplasia 15: 359-372.

16. Niu GM, Ji Y, Jin DY, Hou J, Lou WH (2010) [Clinical implication of BRSK2 expression in pancreatic ductal adenocarcinoma]. Zhonghua Yi Xue Za Zhi 90: 1084-1088.

17. Kayed H, Kleeff J, Esposito I, Giese T, Keleg S, et al. (2005) Localization of the human hedgehog-interacting protein (Hip) in the normal and diseased pancreas. Mol Carcinog 42: 183-192.

18. Carter H, Samayoa J, Hruban RH, Karchin R (2010) Prioritization of driver mutations in pancreatic cancer using cancer-specific high-throughput annotation of somatic mutations (CHASM). Cancer Biol Ther 10: 582-587.

19. Edling CE, Selvaggi F, Buus R, Maffucci T, Di Sebastiano P, et al. (2010) Key role of phosphoinositide 3-kinase class IB in pancreatic cancer. Clin Cancer Res 16: 4928-4937.

20. Schneider M, Buchler P, Giese N, Giese T, Wilting J, et al. (2006) Role of lymphangiogenesis and lymphangiogenic factors during pancreatic cancer progression and lymphatic spread. Int J Oncol 28: 883-890.

21. Huang X, Ding L, Bennewith KL, Tong RT, Welford SM, et al. (2009) Hypoxia-inducible mir-210 regulates normoxic gene expression involved in tumor initiation. Mol Cell 35: 856-867.

22. Segara D, Biankin AV, Kench JG, Langusch CC, Dawson AC, et al. (2005) Expression of HOXB2, a retinoic acid signaling target in pancreatic cancer and pancreatic intraepithelial neoplasia. Clin Cancer Res 11: 3587-3596.

23. Hagihara A, Miyamoto K, Furuta J, Hiraoka N, Wakazono K, et al. (2004) Identification of 27 5' CpG islands aberrantly methylated and 13 genes silenced in human pancreatic cancers. Oncogene 23: 8705-8710.

24. Hwang RF, Yokoi K, Bucana CD, Tsan R, Killion JJ, et al. (2003) Inhibition of platelet-derived growth factor receptor phosphorylation by STI571 (Gleevec) reduces growth and metastasis of human pancreatic carcinoma in an orthotopic nude mouse model. Clin Cancer Res 9: 6534-6544.

25. Duxbury MS, Ito H, Zinner MJ, Ashley SW, Whang EE (2004) RNA interference targeting the M2 subunit of ribonucleotide reductase enhances pancreatic adenocarcinoma chemosensitivity to gemcitabine. Oncogene 23: 1539-1548.

26. Ruckert F, Joensson P, Saeger HD, Grutzmann R, Pilarsky C (2010) Functional analysis of LOXL2 in pancreatic carcinoma. Int J Colorectal Dis 25: 303-311.

27. Kong B, Michalski CW, Hong X, Valkovskaya N, Rieder S, et al. (2010) AZGP1 is a tumor suppressor in pancreatic cancer inducing mesenchymal-to-epithelial transdifferentiation by inhibiting TGF-beta-mediated ERK signaling. Oncogene 29: 5146-5158.

28. Feldmann G, Habbe N, Dhara S, Bisht S, Alvarez H, et al. (2008) Hedgehog inhibition prolongs survival in a genetically engineered mouse model of pancreatic cancer. Gut 57: 1420-1430.

29. Navas C, Hernandez-Porras I, Schuhmacher AJ, Sibilia M, Guerra C, et al. (2012) EGF receptor signaling is essential for k-ras oncogene-driven pancreatic ductal adenocarcinoma. Cancer Cell 22: 318-330.

30. Bournet B, Pointreau A, Souque A, Oumouhou N, Muscari F, et al. (2012) Gene expression signature of advanced pancreatic ductal adenocarcinoma using low density array on endoscopic ultrasound-guided fine needle aspiration samples. Pancreatology 12: 27-34.

31. Shuno Y, Tsuno NH, Okaji Y, Tsuchiya T, Sakurai D, et al. (2010) Id1/Id3 knockdown inhibits metastatic potential of pancreatic cancer. J Surg Res 161: 76-82.

32. Zhang L, Gao J, Li Z, Gong Y (2012) Neuronal pentraxin II (NPTX2) is frequently down-regulated by promoter hypermethylation in pancreatic cancers. Dig Dis Sci 57: 2608-2614.

33. Sato N, Fukushima N, Hruban RH, Goggins M (2008) CpG island methylation profile of pancreatic intraepithelial neoplasia. Mod Pathol 21: 238-244.

34. Song X, Wang H, Logsdon CD, Rashid A, Fleming JB, et al. (2011) Overexpression of receptor tyrosine kinase Axl promotes tumor cell invasion and survival in pancreatic ductal adenocarcinoma. Cancer 117: 734-743.

35. Song Y, Washington MK, Crawford HC (2010) Loss of FOXA1/2 is essential for the epithelial-to-mesenchymal transition in pancreatic cancer. Cancer Res 70: 2115-2125.

36. Zhang Z, Huang L, Zhao W, Rigas B (2010) Annexin 1 induced by anti-inflammatory drugs binds to NF-kappaB and inhibits its activation: anticancer effects in vitro and in vivo. Cancer Res 70: 2379-2388.

# Supplementary material for: Epigenetic Reprogramming in Mist1−/− Mice Predicts the Molecular Response to Cerulein-Induced Pancreatitis
**Source:** PLoS One. 2014 Jan 21;9(1):e84182. doi: 10.1371/journal.pone.0084182
**Supplement:** Table S1 — Sequences of primers used for RT-PCR and ChIP-PCR Assays.

Supplementary Table S1. Sequences of primers used for RT-PCR and ChIP-PCR Assays
Gene	Gene Region Amplified1	Amplicon Size (bp)	Sequences	Application	
Nptx2 Fw	+648  +811	163	5' ACTGAGGATGCGGGAGAAAT 3'	ChIP-qPCR	
Rv			5' TTTCACCTTTCCCATCGAAC 3'		
Egf  Fw	+493  +631	138	5' GGGACTTGTGCCGGTAAGTA 3'	ChIP-qPCR	
Rv			5' CTTAAGCAAACACGCACACC 3'		
Tm4sf4 Fw	+1020+1160	140	5' CTTCACCCCAGACCGTCTAA 3'	ChIP-qPCR	
Rv			5' AGAACGACTCACCGCAAATC 3'		
Ddc  Fw	+313  +477	164	5' TTGCGTAGTTGGTTGCACAT 3'	ChIP-qPCR	
Rv			5' GGGAATGAAGCGACTAATGC 3'		
Col7a1  Fw	+73 +236	163	5' CCAGCCCAGAGATAGAGGTG 3'	ChIP-qPCR	
Rv			5' CAATTTGGGGAATGCAGAGT 3'		
Nphs1  Fw	+409  +602	193	5' GGGAAAGAAAGACCAGAGGG 3'	ChIP-qPCR	
Rv			5' GATGAATTCGCCTGGGATAA 3'		
Asb11 Fw	   -275 -36	239	5' GGCACCACAGACAGCAGTAA 3'	ChIP-qPCR	
Rv			5' GATTCAATCCAGGAACCCCT 3'		
Sult1c2  Fw	   -202+21	223	5' TAGTGGGGAGTCAGGTGGTC 3'	ChIP-qPCR	
Rv			5' TCTGCAGTCAGTGGGATCAG 3'		
65MB-Chr.7 Fw			5' AAAACAGCCCTTATTTGGGG 3'	ChIP-qPCR	
Rv			5' GTCAGGAGCCTTGTCCTCAG 3'		
80MB-Chr.7 Fw			5' CAGCGGATGCTTTACTGTGA 3'	ChIP-qPCR	
Rv			5' GAAGGGCTGCCAGGTACATA 3'		
Col7a1  Fw			5' GCCCAGAGATAGAGTGACCTG 3'	qRT-PCR	
Rv			5' TCCCAGAGCCAAGTGTATCC 3'		
Nphs1  Fw			5' TCCCCAGAGCATTCAGAGA 3'	qRT-PCR	
Rv			5' AATAAGCAGGTGGAACTCACCTT 3'		
Asb11 Fw			5' TGCATGGAGATTCTGCTGAC 3'	qRT-PCR	
Rv			5' GGTATCCAGCCACTGACCAT 3'		
Sult1c2  Fw			5' CAGGCACCTGGGATGAGTAT 3'	qRT-PCR	
Rv			5' CTGGATTTCATGCTTTGGGT 3'		
Mrpl1  Fw			5' TTGGATATGCCAAGTGACCA 3'	qRT-PCR	
Rv			5' GCTTCTGCCGTTTGAGTTTC 3'		
Ptgs2 Fw			5' AGGACTCTGGTCACGAAGGA 3'	qRT-PCR	
Rv			5' TCATACATTCCCCACGGTTT 3'		
Ripk3 Fw			5' CTGCCTTCCTCTCAGTCCAC 3'	qRT-PCR	
Rv			5' AAGGTTCCTTGTCCGGTAGGG 3'		
Pnliprp1 Fw			5' TCACAGGCCAAGTCAAAGTG 3'	qRT-PCR	
Rv			5' TGGCATCAAACTCATTGGAA 3'		
Axl Fw			5' CCCCCGAGGTACTTATGGAT 3'	qRT-PCR	
Rv			5' CAGATGGTGGAGTGGCTGT 3'		
Hoxb2 Fw			5' CCCCTGGATGAAAGAGAAGA 3'	qRT-PCR	
Rv			5' CAGTTGCGTGTTGGTGTAGG 3'		
Palld Fw			5' TGGCCCAGGAGTACAAAGTC 3'	qRT-PCR	
Rv			5' ACATCTGGATCCTGCACCTC 3'		
Gc Fw			5' CGCCTCTGCCACTTTTAGTT 3'	qRT-PCR	
Rv			5' GCCTTGATTTTTCCTTTCCA 3'		
1 – relative to TSS

# Supplementary material for: Epigenetic Reprogramming in Mist1−/− Mice Predicts the Molecular Response to Cerulein-Induced Pancreatitis
**Source:** PLoS One. 2014 Jan 21;9(1):e84182. doi: 10.1371/journal.pone.0084182
**Supplement:** Table S2 — Differential H3K4Me3 Enrichment in WT and Mist1−/− tissue.

Supplementary Table S2. Differential H3K4Me3 Enrichment in WT and Mist1-/- tissue
Preferential enrichment for H3K4Me3	
1110032F04Rik	Afap1l1	B4galt2 	Ccin  	Cpne9  	
1600016N20Rik 	Afap1l2 	B930041F14Rik	Ccm2l	Crb1  	
1600029O15Rik 	Agpat4 	Bat1a	Cd164l2  	Crlf1  	
1700003E16Rik	agrn	Batf3 	Cd248  	Crlm3	
1700007G11Rik	Agtr1b	BC005764 	Cd300lg  	csf1	
1700013F07Rik	AI646023 	BC028528 	Cd4  	Csf2ra  	
1700023E05Rik 	akap2	bc031353	Cdc25c  	Csgalnact1	
1810010D01Rik	Akap5	bc034090	Cdh13  	Cst6  	
1810041L15Rik	Akr1cl	BC051142 	Cdhr2  	Ctbp2	
2210404O07Rik	Aldh1a1 	BC068157 	cdk1	Cxx1c  	
2610034B18Rik	Alox8	Bdh1	Cdk14  	cyp27a1	
2610203C20Rik 	Angptl2	Bex2 	cdk5rap1	Cyp27b1  	
2700086A05Rik 	Ank1	bhlhe41	Cdkn1c  	Cyp2d22  	
2810459M11Rik 	ank2	Bmp3	Cela2a  	Cyp39a1	
3110082I17Rik	Ankrd34a 	Bmp4 	Cerk  	Cyp46a1	
4632428C04Rik	Ankrd6 	Bmp6 	Cerkl  	D10Ertd610e  	
4930488L21Rik	Ano6	Bnc2 	Ch25h  	D930020B18Rik	
4930544D05Rik	Anxa1	Boc	Chaf1a  	Dab2  	
4930581F22Rik 	anxa6	Btbd17 	Chrna1  	Dach2	
4931423N10Rik 	Apba1	C130071C03Rik 	Chrna7  	Dact2	
5330417C22Rik	apold1	C1qtnf3	Chrne  	Dagla	
9330111N05Rik	Arc	C1rl 	Chst1  	Dbn1  	
9330158H04Rik 	Arhgap25 	C2cd4c 	Chst8  	Dbndd1  	
A030009H04Rik 	Arhgap44	Cabp2	Cldn9  	Dcdc2a  	
A430105I19Rik	Arhgap9 	cacna1c	Clic3  	Dgki	
A930011G23Rik	Arhgef2	Cacna1f 	clk2	Dhh  	
Aass	Arhgef33 	Cacna2d1 	Clmp	Disc1	
Aatk	Arhgef37	Camk2a 	Cnksr2  	Dixdc1	
Abat 	Arhgef39	Car11	Cnnm1	Dlg2	
Abcg1 	Arhgef6 	Car13	Cnr1	Dlgap3  	
Abhd15 	Art5	Car4  	Cnrip1  	Dlk2  	
Acaa1b 	Aspm	Car5b  	Cobl  	Dll3  	
Ace 	atg9b	Cbln1  	Col11a1  	Dll4  	
Acot11	Atoh1 	Ccdc102a  	Col13a1  	Dnahc10  	
Acpp 	Atp13a4 	Ccdc19  	Col27a1  	Dnajc6	
Acsl6	Atp1b2 	ccdc21	Col5a1  	Dnmt3a	
Acy1	Atp2c2	ccdc28b	col7a1	Dock8	
ada	Axl 	Ccdc48  	Colec12  	Dpf1	
Adh1 	B3galt4	ccdc63	coro2b	dpp7	
Adora2a 	B3gat2 	ccdc64	Coro6  	Dse  	
Adora2b 	B3gnt9-ps 	ccdc69	Cpe  	Dusp26	
Adra1d	B4galnt3 	Ccdc74a  	Cpne2  	Dusp8  	
Preferential enrichment for H3K4Me3	
Dym	Fhad1  	Gjc1  	Hdac6	Islr2  	
dync2h1	Fign	Glis1  	Hdgfrp3  	Itpkb	
e2f1	Filip1  	Glp1r	Hepacam  	Iyd  	
Ebi3  	Filip1l	Glt1d1	Hes5  	Izumo4	
Ece2	Fkbp5	Gm10190  	Hfm1  	Jph4	
Ecscr  	Fmnl1  	Gm129	Hist1h2ae  	Kank1	
Ednrb  	Fn3k	Gm14207  	Hist1h2bg  	Kank4  	
Efna3  	Fndc4	Gm2694  	Hist1h2bm  	Kbtbd11  	
Efna4  	Fnip2	Gm7325  	Hk2	Kcna7  	
egf	Foxa1  	Gm88  	Hlf  	kcnab2	
Egln3  	Foxd2	Gm98	Hmga2  	Kcnc3  	
Elavl2  	Foxf2  	Gnat1	Hnf4g  	Kcnh3  	
Elavl4  	Foxp1	Gnat1  	Hoxa1  	Kcnh8  	
Elovl3  	frmd4a	Gnb4  	Hoxa3  	Kcnj4  	
elovl5	Fundc1	Gne	Hoxa4  	Kcnj9  	
Emid1  	Fut1  	Gng8  	Hoxa5  	Kcnk12  	
entpd2	Fxyd3  	Gp5	Hoxb2  	Kcnk6  	
Entpd3	Fxyd5  	Gpc6  	Hoxb3  	Kcnma1  	
Epc1	fxyd6	Gpd1	Hoxb4  	Kcnn2	
Ephb3  	Fxyd7  	Gper  	Hoxc6	Kcp  	
epn3	fzd2	Gpr124  	Hoxd9  	Khdc3	
Erp27	Fzd8	Gpr137b-ps  	Hpdl  	Kif19a  	
Esrrg  	Fzd9  	Gpr30	Hrc  	Kif26a  	
Etnk2  	Galnt2	Gpr44  	Hrk  	Kirrel2  	
Extl1	Galntl2  	Gprc5c	Hs6st3  	Klc3  	
Fa2h  	Galr1  	gpsm1	hsd17b13	Klhl29  	
fam171a1	Galr3  	Gpt	Hspa12a	Klk8  	
Fam189b	gas1	Gpx7  	Hspa12b  	Klk9  	
Fam194a	Gatsl3  	Grap  	Htra1  	Krt7  	
Fam217b	Gbp4  	Grin1  	I133	L3mbtl4  	
Fam43a	Gchfr  	Grrp1  	Icam2  	Lama3  	
Fam46b  	Gck	Gsc  	Id1  	Lats2  	
Fam69b  	Gcnt2	Gucy2g  	Id4	Lcmt1	
Fam70a  	Gdf11  	Gyltl1b	Iffo1  	Lefty1  	
Fbln2  	Gfod1	H2-Q6  	Ifi203  	Lhfp  	
Fbp2  	Gimap1  	Hamp2  	Ifi47  	Lhfpl2	
fbrsl1	Gimap6  	Hapln2  	Il33  	Lipc  	
Fbxl16	Gipc1	Has2  	inha 	Lix1l  	
Fbxl2  	Gipc3  	has2as	Ints5	Lmod1  	
Fbxl7  	Gipr  	Hcn1  	Irf5  	Lmx1a  	
Fes  	Gja1  	Hcn3  	Irx4  	Lonrf3	
Fgf21  	Gjb1	Hcn4  	Isca2	Loxl2  	
Preferential enrichment for H3K4Me3	
Loxl4  	Msx1  	Ntng1  	Plcd1	Rasgrf1  	
Lphn1	Msx1as  	Ntng2  	Pld6  	Rasgrf2  	
Lrfn3  	Msx3  	Nudt17  	Plek	Rassf7	
Lrg1  	Mtap1b	Nup62cl	Pllp	Rcor2  	
Lrrc2  	Mtap6  	Nxph2  	Plxna4  	Rdh12  	
Lrrc26  	Mtmr10	Nxph3  	Pmaip1  	Reep6  	
Lrrc33  	Mtmr12	Oasl2  	Pnliprp2	Relt	
Lrrc4  	Mus81  	obsl1	Pnma1  	Rgag4  	
Lrrc6  	Myct1  	Odf3b  	Pom121l2  	Rgma	
Lrrc9  	Myef2  	Odz1  	Pou3f1	Ric3  	
Lrriq1  	Mylpf  	Olfm2  	Ppfia3	Rimbp3	
Ltb  	Myo7a  	Olfr56  	Ppifos  	Rimkla  	
Ltb4r2  	Nags  	Otud7a  	Ppp1r14c  	Rimklb  	
Ly6a  	Napa	Otx1  	Ppp1r16b  	Ripply3	
Ly6c1  	Ndst1	P2ry2	Ppp1r18	Rnf150  	
Lypd6b  	Nebl  	Padi2  	Ppp1r3d  	Rnf186  	
Mafb  	Nes	Paqr4	Ppp2r5d	Rnf39	
Magix	Neu3  	Pard3	Praf2	Robo4  	
Maml3	Nfasc  	Pcbp4	Prkcb  	Rogdi	
Mamstr  	Nfatc4  	Pcdh12  	Proc  	rp58	
Mapk11  	Nfe2  	Pcdhga10	Prokr1  	Rps6ka2	
March10	Nfe2l3  	Pcsk1	Prom2  	Rragd	
Mctp1	Nfic	Pde10a	prosapip1	Rrm2	
Medag	Nhsl2  	Pde7b	Prr7  	Rtn4r  	
Meis3	Nid2  	Pde9a	Prrg3  	Runx1	
Memo1	Ninl  	Pdgfra  	Prrt4  	S1pr5  	
Mettl24	Nlrx1  	Pdzd4  	Pstpip1  	Saa3  	
Mfsd7a  	Nol3  	Pebp4	Ptgs1  	Samd14  	
Mir125b-1  	Nolc1	Pecam1  	Pth1r  	sardh	
Mir126  	Notch3  	Peg10  	Ptk2b  	Satb1  	
Mir338  	Nphp4	Peg12  	Ptprr  	scamp3	
Mkx	Nphs1  	Peli2  	Ptprt  	Scarf2  	
Mlph  	Npnt  	Phlda2	Pycard  	Scn5a  	
Mme  	Npr3  	phldb1	Pycr1	Scn8a  	
Mndal  	Nptx2  	Phyhipl  	Rab26	Scnn1g  	
Morn3  	Nptxr  	Pigz	Rab6b	Scrib	
Mpl  	Nr1d1	Pik3cd  	Rab9b  	scrn1	
Mreg  	Nr2f1  	Pik3r5  	Radil  	Sec14l2	
Mrgpre  	Nr2f2	Pik3r6  	Raet1a  	Sept1	
Mro	Nrxn2	Pinlyp	ralgps1	Serp2  	
Msh5  	Ntf3  	Plau  	Rapgef3	Sfn  	
Msra	Ntf5  	plcb4	Rapgef5	Sgce  	
Preferential enrichment for H3K4Me3	
Sh2b2  	Snai1  	Tef	Tnfsf9	Utrn	
Sh3kbp1  	Snai3  	Tek  	Tns3	Vash2  	
Shcbp1l	Snca  	Tekt4  	Trak1	Vdr  	
She  	Sncaip  	Tgfb1i1	Trex1  	Vim  	
Shisa7	Sncg  	Tgfb3  	Trim2  	vwa1	
Shoc2	Snx20  	tgfbr3	Trpm3  	Vwce  	
Shox2  	Soga1	Thbs2  	Trpm5  	Vwf  	
Sim1  	Sox17  	Thop1	Tsku	wdr72	
Six1  	Sox18  	Thra	Tspan2	whrn	
Slc1a5	Sox30  	Ticam2  	Ttc22  	Wif1  	
Slc25a41  	Spdef  	Tie2	Ttc34  	Wnt10b  	
Slc25a48	Spdya	Tigd3  	Ttc39c	Wnt3a  	
Slc27a3  	spnb1	Tinag  	Ttc7b	Wnt9a  	
Slc2a13	Srcin1  	Tle3	Ttll9  	Xdh  	
Slc2a5  	Srgn  	Tle4	Tubb2b  	Zc3h12b	
Slc35f1  	Ssc5d	Tll1  	tubg1	Zcchc24	
Slc38a1	St3gal4  	Tm4sf1  	Tubg2  	Zdhhc14	
Slc41a2  	St6galnac3  	Tmc8  	Ube2ql1  	Zfp114  	
Slc4a11  	Stox2	Tmcc2  	Ugt2b34  	zfp238	
Slc4a8  	Sult1a1  	Tmed6  	Ugt8a  	Zfp296  	
Slc52a3	Susd2  	Tmem108  	Unc13a  	zfp334	
Slc6a4  	sv2c	tmem150	Unc45b  	zfp362	
Slc9a3  	Syne4	Tmem191c  	Unc5a  	zfp423	
Slco2a1  	Synpo2  	Tmem210  	Unc79	Zfp831  	
Slco4a1  	sypl2	Tmem229a  	Unc93b1	Zfp872  	
Slfn2  	Syt7  	Tmod2  	Usp31	Zfp932	
Slit3  	Tcfap2a	Tnfsf13b	Usp44	Zpbp  	
Smg7  	Tead1	tnfsf15	Usp54		
					
					
					
					
					
					
					
					
					
					
					
					
					
					
Increased expression in WT	
0610010F05Rik	Apip	Ccrl2	Dixdc1	Fgfr1op2	
1110008F13Rik	Arc	Cdc25a	Dmxl2	Fign	
1110008P14Rik	Arfgap3	Cdc42bpg	Dnajc1	Flt1	
1700019D03Rik	Arfip2	Ceacam1	Dock1	Fn3k	
1810009J06Rik	Arhgef19	Cep44	Dock4	Foxp2	
2010003K11Rik	Asah2	Cep76	Dpf1	Frk	
2410066E13Rik	Asb6	Cgrrf1	Dpp3	Fry	
2610034B18Rik	Asb8	Chuk	Dpp7	Fuom	
2700089E24Rik	Asl	Cib2	Dusp22	Fut1	
4930453N24Rik	Asns	Ckmt1	Dusp26	Fxyd3	
5330417C22Rik	Asun	Cldn8	Dynll1	Fxyd6	
5430419D17Rik	Atp13a1	Cldn9	E230008N13Rik	Gabra4	
6430548M08Rik	Atp13a2	Cln5	Eci3	Gal	
9430008C03Rik	AU040829	Clptm1l	Edem3	Gbgt1	
A130010J15Rik	Aup1	Cmpk2	Eef2k	Gcdh	
Aagab	Azgp1	Cmtm7	Efcab4b	Gck	
Aass	B230307C23Rik	Col7a1	Egf	Gdpd1	
Abcb6	B3galnt2	Copz2	Ehf	Gdpgp1	
Abce1	B3galt4	Cpox	Ehhadh	Gga2	
Abcf1	BC003331	Crb1	Eif2b4	Ggt1	
Abcf2	BC023829	Creb3l2	Eif3j	Gjb1	
Acss1	BC034090	Crlf1	Eif3j	Gjb2	
Adcy9	Bckdhb	Cry1	Eif3m	Glp1r	
Adh1	Bckdk	Csrp1	Eif3m	Gltp	
Agtpbp1	Bhlha15	Ctage5	Eif5a	Gm10334	
Aida	Bicd1	Ctrc	Ell2	Gm10796	
Aig1	Bin1	D10Bwg1379e	Elovl5	Gm15468	
Ak3	Bmp3	D630039A03Rik	Eogt	Gm15470	
Aldh18a1	Brcc3	D930020B18Rik	Ergic1	Gm15698	
Aldh1l2	C1rl	Dagla	Ergic2	Gm6742	
Aldh3a2	C85492	Ddo	Erp27	Gm7278	
Aldh7a1	Cables2	Ddx11	Esrrg	Gmppb	
Alg11	Cabp1	Deaf1	Etf1	Gnb5	
Alg3	Cabp2	Dennd4a	Etnk1	Golga1	
Alg5	Cald1	Depdc6	Extl1	Got1	
Amigo3	Camk2b	Derl3	Faf1	Gpd1	
Ank3	Car4	Dgka	Fam171a1	Gprc5c	
Ankrd24	Ccbl1	Dgkz	Fam212b	Grn	
Anxa6	Ccdc30	Dhcr7	Fam221a	Gsta3	
Aof1	Ccdc56	Dhrs1	Fat3	Gstt3	
Ap3s1	Ccnj	Dhrs7	Fermt2	Gtf2b	
Apba1	Ccpg1	Dio1	Fgf21	Gyltl1b	
Increased expression in WT	
Habp2	Large	Nomo1	Ppapdc1b	Sardh	
Hamp2	Larp4	Npdc1	Ppif	Sec11c	
Hars	Lars	Nphs1	Ppt2	Sec24a	
Hbs1l	Lgals2	Nr4a2	Pqbp1	Sepx1	
Hcfc2	Lmf2	Nucb2	Prdm15	Serf2	
Hdac10	LOC433762	Nudt22	Prdm5	Serp1	
Hid1	Lrrc8b	Nudt4	Prkaa2	Serpini1	
Hist1h4m	Lypd6	Nup62cl	Prom1	Sf4	
Hs2st1	Lyrm9	Nxph2	Prom2	Sfrs18	
Hsd17b13	Lztr1	Odc1	Prrg4	Sfxn1	
Hsd3b7	Mansc1	Ola1	Prss3	Sh3bgrl2	
Htra2	Maoa	Os9	Psat1	Shmt2	
Id2	Map3k13	Osbpl2	Psen2	Siah2	
Idh2	Mctp2	Ostm1	Ptpn21	Sidt2	
Iffo2	Meis3	Otud3	Pwwp2b	Six4	
Ifrd2	Mett11d1	P2rx1	Pycr1	Slc12a2	
Ift20	Mettl7a1	P2rx4	Pycr2	Slc16a5	
Impdh1	Mib1	P2ry14	Qpctl	Slc17a5	
Inpp5b	Mkx	Padi1	Qser1	Slc17a9	
Ints10	Mlph	Padi2	Qsox2	Slc22a26	
Irak1	Mogs	Paip2b	Qtrt1	Slc24a3	
Isca2	Mosc2	Pam	R3hcc1	Slc25a22	
Itga1	Mphosph10	Pbdc1	Rab26	Slc26a6	
Itih4	Mro	Pcbp4	Rab27a	Slc30a1	
Itpka	Mthfd2	Pck2	Rab3d	Slc30a7	
Izumo1	Mtmr10	Pcmtd1	Rab4a	Slc31a2	
Izumo4	Mtmr12	Pdlim1	Ralbp1	Slc33a1	
Jtb	Mtmr6	Pecr	Ranbp3l	Slc35c2	
Kars	Myo15b	Pfas	Rapgef5	Slc35e3	
Kat2a	Myo16	Pi4k2b	Rcl1	Slc35f5	
Kcmf1	Myo1d	Pip5k1b	Rexo2	Slc46a3	
Kcnj14	Myo5c	Pkp4	Rfng	Slc6a4	
Kcnk1	Nans	Pla2g1b	Rhoq	Slc6a9	
Kcnk6	Nbas	Plcd1	Rimbp3	Slc7a1	
Kdelr3	Nckap5	Plcxd2	Riok1	Slc7a4	
Kif16b	Ndst1	Plekha1	Riok3	Slc9a3r2	
Kif1b	Necap1	Plxna2	Rnf160	Slc9a9	
Klf10	Nek6	Polr2e	Rps27l	Slco3a1	
Klhdc7a	Nes	Pomgnt1	Rps6ka2	Smap2	
Klk1b11	Nfasc	Pomt2	Rps6kb1	Smarcc2	
Klk1b3	Nipal2	Pon3	Rragd	Smim14	
Klk1b4	Nnt	Porcn	Rrm2	Smpdl3a	
Increased expression in WT	
Sox7	Tbc1d9b	Tor2a	Tubg2	Whsc1l1	
Spast	Tcf4	Tpd52l1	Uaca	Wwc1	
Spcs1	Tcra	Trabd	Uba5	Xpot	
Spcs3	Tead2	Tram1	Uchl5	Yipf6	
Spdef	Tex30	Trip11	Uck2	Zc3h12b	
Spnb3	Thop1	Trit1	Ufm1	Zdhhc14	
Srgap3	Tia1	Trp53inp2	Ugt2b34	Zfp101	
Srm	Tln2	Try4	Unc13b	Zfp238	
Srp68	Tm6sf2	Tshz2	Unc5a	Zfp280b	
St7l	Tmed6	Tspan1	Unc79	Zfp791	
Stard7	Tmem120b	Tspan13	Upb1	Zfp846	
Susd2	Tmem150	Tst	Upf2	Zfp932	
Syne4	Tmem184c	Tstd3	Usf1	Znhit3	
Sypl2	Tmem214	Ttc13	Vaultrc5	Zranb3	
Syt3	Tmem219	Ttc7b	Wdr59	Zswim1	
Taf9b	Tmem63b	Ttyh1	Wdyhv1	Zyg11a	
Tbc1d30	Tmem9	Tuba4a	 	 	
					
					
Increased H3K4Me3 Enrichment and Expression	
2610034B18Rik	Dixdc1	Gjb1	Nes	Slc6a4	
5330417C22Rik	Dpf1	Glp1r	Nfasc	Spdef	
Aass	Dpp7	Gpd1	Nphs1	Susd2	
Adh1	Dusp26	Gprc5c	Nup62cl	Syne4	
Anxa6	Egf	Gyltl1b	Nxph2	Sypl2	
Apba1	Elovl5	Hamp2	Padi2	Thop1	
Arc	Erp27	Hsd17b13	Pcbp4	Tmed6	
B3galt4	Esrrg	Isca2	Plcd1	Tmem150	
BC034090	Extl1	Izumo4	Prom2	Tstd3	
Bmp3	Fam171a1	Kcnk6	Pycr1	Ttc7b	
C1rl	Fgf21	Meis3	Rab26	Tubg2	
Cabp2	Fign	Mkx	Rapgef5	Ugt2b34	
Cldn9	Fn3k	Mlph	Rimbp3	Unc5a	
Col7a1	Fut1	Mro	Rps6ka2	Unc79	
Crb1	Fxyd3	Mtmr10	Rragd	Zc3h12b	
Crlf1	Fxyd6	Mtmr12	Rrm2	Zdhhc14	
D930020B18Rik	Gabra4	Ndst1	Sardh	Zfp238	
Dagla	Gck				

Preferential enrichment for H3K4Me3	
1110017D15Rik  	Agtr1a  	Brsk2	Crp  	Epha3	
1500009L16Rik  	AI747699  	Bst1  	Cstad  	Epha5  	
1600029D21Rik  	Aip	Bzrap1  	Cuedc1	Ephx2	
1700011H14Rik  	Akap9	C2cd4d  	Cux2  	Epor  	
1700011L22Rik  	Aldh18a1	Cacna1h	Cxx1a  	Eps8R1	
1700030C10Rik  	Aldh3b1	cacnb2	Cxx1b  	Epsti1  	
1700109F18Rik  	Alox5  	cacnb4	Cyp2d22	Es22  	
2010002M12Rik  	Amy2a2  	Calca  	Cyp4f39  	Evc  	
2010015L04Rik  	Amy2a3  	Capsl  	Cytip  	Evpl  	
2410089E03Rik	Amy2a4  	Car3  	D14Ertd668e  	Exoc3l4	
2410137F16Rik  	Amy2a5  	car9	D16Ertd472e	Fam113b	
2810055G20Rik	ank2	Caskin1  	dab2ip	Fam169a	
3110070M22Rik  	Ankrd22	ccbl2	Dak	Fam169b	
3425401B19Rik	Anxa13  	Ccdc11  	dbndd2	Fam171b  	
4833403I15Rik  	Anxa2	ccdc146	Dbp	Fam189a1	
4930422G04Rik	Aox1  	Ccdc158  	Ddc	Fam198a  	
4930452B06Rik  	Ap3m2  	Ccdc37  	Ddit4l  	Fam198b  	
4930550C14Rik  	Apob48r  	Ccdc65  	Dhrs9  	fam81a	
5730559c18rik	App	ccdc76	Diap1	Fam83e  	
6430531B16Rik  	Aqp1  	Ccdc88a  	Dlgap1	Far2  	
7530420F21Rik  	arhgap42	Ccdc89  	Dnaaf3	Faxc	
9130017N09Rik  	Arid5b	Cckbr  	Dnahc11  	Fbn1  	
9530026P05Rik	Arl3	Cct6b	Dnahc6  	Fcho1  	
A230056P14Rik	Armc3  	Cd274	Dnahc7b  	Fetub  	
A930007I19Rik	Armcx2	Cd38  	Dnase2b	Fgf12  	
abca4	Arsg	cd3e	Dpf3	Fgf15  	
Abca8a  	Asb11  	cdc14a	Drd3  	Fgf17  	
Abcc2  	Atg10	cenpl	Dtna	Fgfr1op	
Abcc3  	Atoh7  	Cenpq	Dtwd2	Fgfr4  	
Abcd2  	Atp10d	Cftr  	Duox2  	Fgl1	
Abcg5  	Atp2c1	Chd9	Duoxa2  	Fhl2  	
Ablim1	AY512931  	Chrm1  	Efcab5  	Flnc  	
abParts	b3galnt1	Cisd3  	Efemp1  	Flt4  	
Acbd7  	B3gnt8  	Ckm  	Efemp2  	Fndc5  	
actn1	b4galt5	Cldn6	Eid2	Foxp1	
Adam5  	BC016579	cldn7	Emb  	Fry	
Adam8  	BC037703  	Clstn3  	enho	Frzb  	
Adamts16  	bcar3	Cnksr3	Enpep  	Fut2  	
Adamts20  	Bco2  	Col18a1  	Enpp2  	Fxyd1  	
adamts9	Best1	Col4a3  	Entpd7	Fyb  	
Adcy3  	Bex4  	cops7b	Epb4.1l3  	Gabbr1	
Afm  	Bmp2  	Cpeb3	Epdr1  	Galntl4  	
Preferential enrichment for H3K4Me3	
Galntl6  	Hhex	Kcnh6  	Mgmt  	Npas3  	
Gbp3  	Hhip  	Kcnip4  	Micall2  	Npcd	
Gc  	Hist1h1a  	Kcnj15  	Mir125a  	Npffr2  	
Gck  	Hist1h2ai  	Kcnk6	Mir150  	Nptxr	
Gde1  	Hist1h2an  	Kcnmb2  	Mir17	Nr1h4	
Gid8	Hist1h2bl  	Kcnn4  	Mir17hg	Nr1i2  	
Gja4  	Hist1h2bp  	Kctd1	Mir18  	Nrxn2  	
Glrx	Hist1h3g  	Kctd19  	Mir19a  	Nrxn3  	
Gm10451  	Hist1h4f  	Khdrbs3  	Mir19b-1  	NSR1	
Gm14164  	Hivep2	Kif12  	Mir20a  	Ntrk2  	
Gm15800	Hmcn1  	kifap3	Mir210  	Numbl  	
Gm1673  	Hmgcs2	Klf14  	Mir26b  	Nup62cl	
Gm347  	Hmgn3  	Klf8	Mir761  	Nxf2  	
Gm4349  	Hormad1  	Klhdc9  	Mir92-1	Nyap1	
Gm4535  	Hoxd3  	Krt79  	Mir99a	odz2	
Gm5801  	Hrasls5  	Krt80  	Mirlet7e  	Olfr1033  	
Gm609  	Hspbp1	L3mbtl  	Mnd1	Onecut1	
Gm6792  	Htr4	Lcat  	Mns1	Osmr	
Gm7120  	I830012O16Rik  	Lgals12  	Mobkl2a	Oxr1	
Gmpr  	Icam1  	Lgals3  	mpz	pak6	
gnas	Ifi44  	Lgals3bp  	Mtap7d3  	palld	
Gng11  	Ifit1  	Lgals9	Mtus2  	Pamr1  	
Gpam	Igdcc3  	Liph  	Myt1l  	Pappa	
Gpc3  	Igfals  	Lpar4  	N28178  	pard3b	
Gpc4	Igsf23 	Lpin3	Naip6  	Pcdh9  	
Gpr22  	Igsf9b  	Lrfn4	Naip7  	Pcdhb1  	
gpr39	Ikzf4  	Lrp2bp  	Nars2	pcp4l1	
Gpx2  	Il13ra1	Lrp3  	Nav2	Pcsk5  	
Grb14	Il18bp  	Lrpprc	Nbl1  	Pcx	
Greb1l	il7	Lrrc18  	Ncam2	Pde1a  	
Gria3  	Immp2l	Lrrc31	Ncmap	Pdgfd	
Gsdmc2	Ing5  	Lrrc36  	Ndufv1	Pdgfr1	
Gsdmc4	Inpp4b  	Lrrc3b  	Nedd4l	Pdlim4  	
gsn	Iqsec2	Lrrc49	Neil2  	Pdlim5	
Gstm7  	Isg20	Mamdc2	nespas	Pgk1	
Gucy1b3	Itfg3	Maml3	Neurl1a  	Pgm2	
Gypc  	Itga2  	map4k4 	Neurl3  	phldb1	
Hdx  	Itga8  	Map6d1  	Ngfrap1	Pi4ka	
Hebp2	Itih5  	Mapk15  	Nkain2  	Piga	
hecw2 	Itm2a  	Mark2	Nostrin  	Pigt	
Heph  	Jub  	Mast4	Nova1	Pik3cg	
Hey1	Kcne3  	Mef2c	Nox4  	Piwil4  	
Preferential enrichment for H3K4Me3	
Plcxd3  	Rnf207  	Slc25a34  	Tbc1d10c  	Vps4a	
pls1	Rprm	Slc26a7  	TBC1d4	Wdfy4  	
Plscr1	Rsad2  	Slc28a3  	Tbcb	Wdr41	
Pm20d1  	Rsph1  	Slc38a4	Tbx1	Wdr63  	
Pml	Rsph4a  	Slc41a1  	tcrb	Wfdc10  	
Pnliprp1	Rufy1	slc4a2	Tesc  	Wfdc15b  	
Podn  	Rufy2	slc4a4	Tex14	Wfdc9  	
Pola2	Rundc3a  	Slc4a9  	Tgfb2  	wipf1	
Ppp1r3a  	Runx2	Slc5a1  	Thbd  	Wnt4  	
Ppp2r2b  	samd9l	Slc5a8  	Timp1  	Xpnpep3	
Praf2  	samhd1	slc7a11	Tinag	Zbtb20	
Prelp  	sass6	Slc8a1	Tinagl1	Zdhhc15  	
Prickle1	Scamp1	Smad9  	Tm4sf4	zfhx4	
Prkar1b  	Scarf2	Smarca2	Tmc5	Zfp119	
Prkce	Scd3  	Smim6	Tmcc3	Zfp131  	
Prkd2	Scn1b	Smtnl1  	Tmem117  	Zfp286  	
Prr5l  	Scrt2  	Snhg3	Tmem136  	Zfp36	
Psmc1  	Sctr  	Sntg2	Tmem150c  	Zfp366  	
Ptger2  	Sema3f  	Snx12	Tmem171  	Zfp397os	
Ptgfr  	Serpinb6b  	Sp7  	Tmem178  	Zfp407	
Ptgs2  	serpinb8	Spag1  	Tnfaip8	Zfp41	
Ptn  	serpine2	Spata24	Tnfrsf19	Prrxl1	
Ptplad2  	Setd4	Srrm2	Treh  	Prss23	
ptprj	Sgk2  	Srrm4  	Trib2	Prune2  	
Pxn	Sgms1	ssbp4	Trim5	psen2	
Rab36  	sh2b2	St8sia6  	Trim50	Scx  	
Rab37  	Sh2d5  	Stab1  	Trim6  	Sdc3  	
Rab42-ps  	Sh3bgrl	Stard6	Trpm6  	Sdsl  	
Rangrf  	Sh3pxd2a	Stat4  	Tshz1	Sec16b  	
Rara	Shank3	stx6	Tsix  	Snx22  	
Rasal3  	Shisa2  	Stxbp5l  	Ttc23	Sorcs1	
Rasl2-9-ps  	Shroom3	Stxbp6	Ttll10  	Sox5  	
Rassf2  	Sipa1l3  	Sucnr1  	Ttr	Sox6	
Rbms2	Sirpa  	sulf2	Tut1	Tmem37  	
Rdh5  	Ska1  	Sult1c2  	Unkl  	Tmem45a  	
Rftn1  	Slain1	Suv420h2	Usp54	Tmem82  	
Rgnef	Slc11a1  	Syn1  	Vav3  	Tmod1  	
Rims2	Slc15a2  	syne1	Veph1  	Zfp521	
Ripk3  	Slc18a2  	syne2	Vmn2r11  	Zfp532  	
rnase1	Slc1a1  	Syt1  	Vmn2r8	Zfp772	
Rnf180  	Slc1a5	Taok3  	Vps13a	Zik1  	
	
Increased expression in Mist1-/-	
0610011F06Rik	Als2	Caprin2	Cnpy4	Efcab4a	
1110008L16Rik	Ammecr1	Car8	Cog5	Efr3b	
1190003J15Rik	Anapc13	Car9	Commd6	Eif2b2	
1600029D21Rik	Ang	Casc4	Commd8	Eif3k	
1700019G17Rik	Angptl1	Casd1	Comt1	Elmo3	
1700040L02Rik	Ankmy2	Casp9	Cope	Emd	
1700112E06Rik	Ankrd22	Cat	Cox17	Eml3	
1810011O10Rik	Ankzf1	Ccbe1	Cox6a1	Emp2	
2310003L22Rik	Ap3s2	Ccdc141	Cox6c	Enho	
2810026P18Rik	Ap4b1	Ccdc167	Cox7a1	Enpp1	
3110002H16Rik	Ap4m1	Ccdc68	Cox8a	Epb4.1l4a	
3110057O12Rik	Apcs	Ccni	Cpne3	Epc2	
8430419L09Rik	Aph1c	Cd24a	Cpt1a	Epcam	
9030624J02Rik	Arap2	Cd320	Cryzl1	Epha7	
9130230L23Rik	Arf3	Cd3e	Cs	Ephx2	
Abcb8	Arl10	Cd59a	Ctbp2	Eps8l3	
Abcg5	Arpp19	Cd59b	Ctps2	Erlin2	
Abhd2	Arsg	Cd81	Cyp4v3	Etfb	
Abhd3	As3mt	Cdc14b	Cyp7b1	Ezr	
Acadl	Asb11	Cdc42ep5	D10Wsu102e	Fads3	
Acadvl	Asrgl1	Cdkl1	D15Ertd621e	Fam13a	
Acat1	Atl3	Cep70	D230025D16Rik	Fam176b	
Acer2	Atp10d	Ces2g	D7Ertd443e	Fam178a	
Acnat1	Atp5h	Cetn2	Dazap2	Fam195b	
Acot13	Atp6v0e	Chd3	Dctn4	Fam214a	
Acsl3	Atp6v1a	Chp1	Ddb2	Fam48a	
Acsl5	Atpif1	Chst15	Ddc	Fam81a	
Adam10	B4galnt1	Cilp	Decr1	Far2	
Adam17	Bat3	Cirbp	Dek	Fbxo21	
Adamts9	BC026585	Ckm	Dhcr24	Fchsd2	
Aff1	Bcl11a	Clca2	Dhdh	Fetub	
Afm	Best1	Cldn10	Dhrs11	Fggy	
Agpat2	Bloc1s3	Cldn18	Dlat	Fh1	
Agr2	Bphl	Cldn6	Dnajc12	Fhl1	
Agtrap	Brca1	Cldn7	Dock7	Fkbp9	
AI462493	Bspry	Clic6	Dtna	Foxo3	
Aifm3	Bst2	Cln6	Dtwd2	Foxp1	
Aip	C1qa	Cmbl	Dtx2	Foxred2	
Akap8l	Cachd1	Cml2	Duox2	Fpgt	
Akip1	Cad	Cml4	Dusp16	Ftsjd2	
Akr1a4	Camta1	Cnot10	Dynll2	Gadd45a	
Increased expression in Mist1-/-	
Aldh1a1	Capns1	Cnot6l	Ech1	Galk1	
Galm	Hsdl2	Manba	Nipsnap3a	Pgcp	
Garnl4	Hsp90aa1	Map4k4	Nit1	Phf16	
Gata4	Hyal3	Mapk13	Nmt2	Phpt1	
Gbas	Hypk	Marcks	Notch1	Phyh	
Gbe1	Ifi27l1	Mboat7	Nox4	Piga	
Gc	Ifi30	Mcmbp	Noxa1	Pigb	
Gda	Ift52	Me3	Nr1h4	Pigyl	
Gde1	Igbp1	Mecom	Nr2c2	Pik3ap1	
Gdf10	Igdcc4	Med10	Nradd	Pip5k1a	
Gfra1	Igfals	Mepce	Nrp1	Pipox	
Gif	Ilf3	Mia1	Nt5c3l	Pitpnc1	
Glod4	Immt	Mid1ip1	Ntn1	Pla2g4a	
Glul	Impa1	Midn	Ntn4	Pla2g5	
Gm11818	Inpp5e	Mier1	Nub1	Plekhb1	
Gm12528	Ints12	Mmp15	Nudc	Plin3	
Gng5	Isyna1	Mocs2	Nudt14	Pls1	
Gnl3l	Itfg3	Moxd1	Ocln	Pls3	
Golga7	Itgbl1	Mpv17l	Ocrl	Plxnb2	
Gpc1	Itm2a	Mr1	Ogdh	Pm20d1	
Gpi1	Itsn1	Mrpl23	Olfr1029	Pnck	
Grcc10	Ivns1abp	Mrpl52	Oxct1	Pnpo	
Gria3	Jak2	Mrrf	Pafah1b3	Polr1a	
Gstk1	Kcnj15	Mta1	Paip2	Por	
Gstm1	Kctd14	Mta3	Pak6	Ppap2b	
Gstm2	Kdm3a	Myo1b	Pank1	Ppme1	
Gstm3	Kel	Naaladl2	Paqr5	Ppp1r1b	
Gstm4	Klf12	Naip1	Parm1	Prdx2	
Gstm5	Klhdc6	Naip5	Parp11	Prdx3	
Gstm7	Klhl11	Naip6	Pawr	Prelid2	
Gsto1	Klhl13	Nalcn	Pcmtd2	Prkag1	
Gtf3c1	Krt20	Naprt1	Pcolce	Prkd3	
Gtl3	Lama5	Nat12	Pcp4l1	Prpf6	
Gtpbp10	Lass4	Nat5	Pde8b	Prpsap2	
Gys1	Lcat	Nbl1	Pdha1	Psma6	
H2afv	Ldha	Ndrg2	Pdik1l	Psmb6	
Hadh	Ldhb	Ndufa7	Pdk1	Psme1	
Hadha	Leprotl1	Ndufaf5	Pebp1	Psme2	
Heatr7a	Liph	Ndufs4	Peg3	Ptch1	
Heph	Lmo4	Ndufs8	Pex6	Ptdss1	
Hmgcs2	Lsm6	Nfatc2ip	Pfkl	Ptgr1	
Hmox2	Mak10	Nfe2l2	Pga5	Ptn	
Increased expression in Mist1-/-	
Hpgd	Man2c1	Ngfrap1	Pgap2	Ptprj	
Pts	Slc18a2	Stard13	Tmem195	Unc119	
Pvrl2	Slc22a1	Stat5a	Tmem205	Uqcr10	
Rab11b	Slc25a1	Stbd1	Tmem209	Uqcrb	
Rab11fip4	Slc25a4	Stk16	Tmem231	Urod	
Rab25	Slc26a7	Suclg2	Tmem30b	Use1	
Rabl3	Slc26a9	Sucnr1	Tmem41b	Usp2	
Rad21	Slc30a2	Sulf2	Tmem47	Usp40	
Rcbtb2	Slc35d1	Sult1c2	Tmem50b	Uxt	
Rce1	Slc37a4	Surf1	Tmem85	Vegfb	
Rest	Slc39a8	Swi5	Tmem86a	Vps11	
Rgl2	Slc40a1	Syt15	Tmprss2	Vps28	
Rnd2	Slc44a3	Taf1a	Tmx4	Vps53	
Rnf114	Slc7a6	Tapbp	Tnfaip8	Vsig2	
Rnf125	Slc9a8	Tapt1	Tnfsf10	Vstm4	
Rnf167	Smagp	Tbc1d17	Tnip1	Wars	
Rnft1	Smarca1	Tbc1d22a	Tox	Wdr19	
Rod1	Smim20	Tbc1d24	Tpk1	Wdr51b	
Rorc	Smim3	Tbccd1	Tpp2	Wdr67	
Rprm	Smpd2	Tdh	Trappc10	Wdr72	
Rrm2b	Snap29	Tecr	Trim41	Wfdc10	
S100a1	Snapin	Tek	Trip6	Wfdc9	
Sbds	Snrpd2	Tes	Trove2	Wtip	
Scaper	Snx1	Thra	Trrap	Wwp1	
Scrn3	Snx5	Tifa	Tspan12	Zbtb37	
Scx	Snx6	Tk2	Tspyl2	Zc3h12c	
Sdha	Soat1	Tkt	Ttc15	Zfp113	
Sdhd	Socs2	Tlcd1	Ttc25	Zfp229	
Sdsl	Sod1	Tle1	Ttll6	Zfp266	
Sema7a	Sord	Tle6	Tuft1	Zfp426	
Serpina6	Sphk1	Tm4sf4	Tulp2	Zfp654	
Sfrp1	Spire1	Tmc4	Txndc12	Zfp827	
Sh3bgrl3	Spire2	Tmc7	Txndc14	Zkscan5	
Sh3pxd2a	St6gal1	Tmem116	Txndc14	Zmynd8	
Sirt4	St6galnac2	Tmem19	Ube2i	Zp3	
Skiv2l2	Stambpl1	 	 	 	
					
					
					
					
					
					
Increased H3K4Me3 Enrichment and Expression	
1600029D21Rik	Cldn6	Gc	Naip6	Scx	
Abcg5	Cldn7	Gde1	Nbl1	Sdsl	
Adamts9	D15Ertd621e	Gria3	Ngfrap1	Sh3pxd2a	
Afm	Ddc	Gstm7	Nox4	Slc18a2	
Aip	Dtna	Heph	Nr1h4	Slc26a7	
Ankrd22	Dtwd2	Hmgcs2	Pak6	Sucnr1	
Arsg	Duox2	Igfals	Pcp4l1	Sulf2	
Asb11	Enho	Itfg3	Piga	Sult1c2	
Atp10d	Ephx2	Itm2a	Pls1	Tm4sf4	
Best1	Fam81a	Kcnj15	Pm20d1	Tnfaip8	
Car9	Far2	Lcat	Ptn	Wfdc10	
Cd3e	Fetub	Liph	Ptprj	Wfdc9	
Ckm	Foxp1	Map4k4	Rprm

How the deposited data were processed for this re-analysis (not part of the article)

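The values come from H3K4Me3 ChIP-seq of pancreatic acinar cells of WT and *Mist1-/-* mice aged 2 months, with 1 library per genotype from chromatin pooled from 2 mice and 1 input library per genotype. As the authors describe, reads of 49 bp were filtered, mapped to mm9 with SOAP, and kept when they had a unique position. The authors then called peaks with MACS against the input of the same genotype, at a p-value limit of 1e-05, at most 2 duplicate tags per position, and band widths of 192 bp for WT and 230 bp for *Mist1-/-*. The deposited peak tables hold the number of tags as a count per peak, made by the authors with MACS after removal of duplicates and not scaled to library size. The score in the deposited tables is the log10 of the MACS p-value times 10 with the sign reversed. The deposited fold enrichment is a linear ratio, made by the authors with MACS, of the pileup at the summit to a local background estimated from the input. The deposited false discovery rate is a percent that MACS derived by exchanging ChIP and input. A table from the authors pairs each peak with RefSeq transcripts and marks peaks within 1 kb upstream, within 1 kb downstream, in an exon or in an intron, and it carries no measurement. The signal tracks, the ChIP-qPCR, the qRT-PCR and the pathway results are not used here, and the expression microarrays enter only through the gene lists of Table S2.

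Depth was taken from Table 1 and from the headers of the peak tables, whose tag totals of 9244322 (WT) and 9591198 (*Mist1-/-*) equal the unique mapped reads. Counts of tags were scaled to these totals where libraries were compared. A floor of 3 tags is 0.325 tags per 1000000 unique reads in WT and 0.313 in *Mist1-/-*, and no called peak held fewer than 10 tags. With no replicate, no p-value is given across genes, and intervals and floors cover counting error only, not the variation between animals or preparations.

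Peaks were placed in the classes of Figure 1B against 95495 transcripts of GENCODE vM1 on mm9. A peak was upstream when it overlapped the 2 kb that end at a TSS, otherwise downstream when it overlapped the 2 kb past a TES, otherwise within a gene, otherwise intergenic. The 17 WT and 19 *Mist1-/-* peaks on unplaced contigs were left out of these classes. CpG islands were found on the mm9 sequence by a running score of 17 for each CpG and −1 for each other base, kept at a length of at least 200 bp, a GC content of at least 50% and an observed to expected CpG ratio of at least 0.6. Peaks of the 2 libraries overlapped when they shared at least 1 base.

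A gene was called when the authors' table placed a peak within 1 kb upstream of it, and its value was that of the called peak with the highest fold enrichment. For ratios of scaled tags or of the score it was the called peak with the most tags or the highest score. Peaks were picked in each library separately, so the 2 peaks of a gene need not overlap. A gene was preferentially enriched when it was called in a single library, or in both with a fold enrichment at least 2 times higher. Gene lists were compared with 10000 random lists of called genes drawn from the same 20 bins of tags, with a fixed seed, and are described by their percentile. The expression and enrichment lists of Table S2 were joined by gene name without regard to case.

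Named genes were those whose H3K4Me3 the paper shows or lists in its figures, in Table 2 or in the discussion, the targeted gene *Bhlha15*, and the genes with the most tags among those called in a single library, 63 in all. For 30 of them the tags of overlapping peaks were compared by an exact two-sided binomial test on the unique reads of the 2 libraries. The tags were not scaled to the called lengths of the peaks, which differed between the libraries. For 33 with a peak in a single library the tags were compared in the same way with the fewest tags of any peak of the other library. Over a high local background an uncalled region can hold more tags than that, and peaks with a score under 100 held up to 426 tags in WT and 391 in *Mist1-/-*, so this test does not bound the tags left uncalled. Each family was adjusted by the Benjamini-Hochberg method. Such a test compares the libraries, not the conditions. Primer pairs of Table S1 were matched to mm9 exactly.

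The steps that compute statistics across genes were tested on simulated data. With tags drawn for 10895 genes from the observed means and 200 genes changed, the binomial test with adjustment recovered 61.5% of changes of 1.5 times, 94% of changes of 2 times and 99.5% of changes of 3 times, with 4.65%, 7.84% and 4.78% false calls. Of 200 simulated lists without a shift 6% fell outside the central 95% of random lists, and 99.5% of shifted lists were found. The overlap step made 0 errors on 500 intervals, and the island search found 100 of 100 planted islands and 0 elsewhere. Because the tags of a pooled library carry variation that such a simulation lacks, these rates hold for counting error alone. Here the binomial test was applied only to families of 30 and 33 named genes. Its rates over 10895 genes do not describe those families.

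The alternatives tried were a score of at least 100, a false discovery rate of at most 1%, a fold enrichment of at least 10, autosomes only, overlap of at least 50% of a peak, summits within 500 bp, summits in place of whole peaks, a distance of 1 kb, islands of at least 500 bp, any listed gene position, scaled tags or the score in place of fold enrichment, limits of 1.5 and 3 times, unmatched random lists and other window widths. Alternatives added after the data were seen were protein-coding transcripts only, lists matched on GC content, lists without marker genes of other cells, and scaling to the tags that MACS kept. Some of the other alternatives were applied to further results only after the data were seen. These were 1 kb, summits and a score of at least 100 for the peak classes other than upstream, islands of at least 500 bp and summits for intergenic peaks in islands, any listed gene position for the genes called in a single library that are on an expression list, and scaled tags or the score for preferentially enriched genes on an expression list and scaled tags for the median log2 ratio over an expression list. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0, numba 0.67.0 and matplotlib 3.10.9, and samtools 1.23.1.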

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

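In this part the comparison of the median log2 ratio of endothelial markers with random lists was planned, and all other tests were chosen only after the result was seen. The values below stand out in the peak tables, and the text of the paper does not discuss them.

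At *Bhlha15*, the gene of MIST1, the *Mist1-/-* library kept peaks with 436 tags in all, the first of which reaches into the coding sequence, against 745 tags in the WT peak. Over the lengths covered, 3509 bp and 4372 bp, this is 124 and 170 tags per kb. The value was noted because the deletion of the gene leads one to look for its signal. A mislabelled sample was tested: 81.4% of the coding sequence lies in the gap between the *Mist1-/-* peaks, where WT has its peak, which goes against exchanged labels. The retained peaks may reflect active chromatin that remains around the targeted sequence, a hypothesis that the peak tables alone do not settle, since which bases were deleted was not examined.

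By tags, the largest peak without an overlapping peak in the other library lies over the TSS of *Slc41a1*. It has 834 tags over 7060 bp in *Mist1-/-*, and none was called in WT. Its score of 452 and fold enrichment of 37.3 were not the highest. Such peaks reached 722 and 48.6 in *Mist1-/-*, and 1695 and 67.05 in WT. Table S2 lists the gene. Counting noise was tested against the fewest tags of any WT peak, with an exact two-sided binomial p of 1.5e-222 after multiplication by the 868 genes it was picked from. A strong peak passes this test by its size alone, since an uncalled region can hold more than the fewest tags over a high local background. Against the most tags of any WT peak with a score under 100, which were 426, the log2 ratio was 0.92 (exact two-sided p of 6.9e-25 after the same multiplication). This comparison is not scaled to length. A WT peak with 426 tags and a score of 64.0, at *Cel*, runs from 28414523 to 28419289 and is shorter than the *Slc41a1* peak. Part of the ratio may thus be length. Among genes called only in WT within 1 kb, the called peak with the most tags and no overlapping *Mist1-/-* peak is at *Spdef*. It has 302 tags, with an exact two-sided p of 1e-75 against the fewest tags after the same multiplication. Against the most tags of a *Mist1-/-* peak with a score under 100, which were 391, the log2 ratio was −0.32. This comparison thus does not exclude that as many tags were left uncalled in *Mist1-/-*. The 391 tags belong to a peak at another place, and the background at *Spdef* was not examined. *Spdef* also stands on the WT expression list of Table S2. The genotype is a candidate explanation for *Slc41a1*, as a hypothesis. With 1 library each, differences between the pooled animals or preparations were not tested and cannot be told apart from it.

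Of 251 intergenic WT peaks without an overlapping *Mist1-/-* peak, the largest by tags had 438 at 79427268 to 79431563 on chromosome 2, 43946 bp from *Ssfa2*. Of 444 such *Mist1-/-* peaks, the strongest had 211 tags at 76828486 to 76831070 on chromosome 15, 14849 bp from *Mb*. Neither overlaps a CpG island. Against the fewest tags of any peak of the other library the exact two-sided binomial p was 1e-116 and 4.1e-46 after multiplication by the number of peaks each was picked from. Against the most tags of a peak of the other library with a score under 100 the log2 ratios were 0.22 (exact two-sided p of 1 after that multiplication) and −1.07. Neither comparison thus excludes that as many tags were left uncalled in the other library. The background at these 2 places was not examined. Copy number in the pooled animals and unannotated transcripts were not tested, and no biological explanation was tested.

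Of 22 marker genes of endothelial cells, 6 were called only in WT and 0 only in *Mist1-/-*. Weak peaks near the calling threshold were tested as an explanation: the number was above 99.99% of random lists matched on tags (median 2), so weak peaks alone do not account for it. Peak edges on either side of the 1 kb limit were tested as well. At *Cdh5*, *Emcn* and *Egfl7* a *Mist1-/-* peak overlaps the WT peak but is not placed within 1 kb. The other 3, *Robo4*, *Sox18* and *Mmrn2*, lay at percentile 93.0 of matched random lists counted in the same way, so peak edges may account for a part of the pattern. *Mmrn2* has a *Mist1-/-* peak beside the WT peak. At any listed gene position the number was 7, at percentile 97.02. Endothelial cells in the WT preparation were tested on the markers called in both libraries, whose median log2 ratio lay at percentile 59.7 of matched random lists. That test rests on 3 markers and leaves the question open. A difference in endothelial cells between the preparations was neither shown nor excluded, which applies also to the 2 stromal markers called only in WT (*Vim* and *Pdgfra*).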

How the results depend on the processing

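Of the alternatives, 95 were set before the data were examined and all of these were run, apart from ratios of named genes without a peak within 1 kb in both libraries, for which no value exists. Another 46 were added after the data were seen. Among alternatives to the comparisons between genotypes and the shares they rest on, 37 left the result within its interval or limits. Another 34 moved it and 6 were counted as reversing it. The 6 include the expression lists of the other genotype, which ask a different question. Except where a value below shows it, the cause of a change was not tested.

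The number of peaks was stable under the settings run: *Mist1-/-* had 98.1 peaks per 100 in WT, and a score of at least 100, a false discovery rate of at most 1%, a fold enrichment of at least 10 and autosomes alone kept it between 96.6 and 98.1. Called genes in either library stayed within 1.5 times under any listed position, the stricter score and the stricter fold enrichment.

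Requiring a score of at least 100 raised the shares that rest on weak peaks. The overlapped share rose to 96.5% of WT and 96.1% of *Mist1-/-* peaks against all peaks of the other library, and to 92.0% and 92.1% when both libraries were restricted. Peaks at a TSS rose to 87.2% in WT and 86.5% in *Mist1-/-*. Of the genes called in a single library, 262 in WT and 231 in *Mist1-/-* had such a score, with 10 on the X chromosome in *Mist1-/-*. For these counts the limit was not applied to the calls of the other library. They are thus not the numbers of single-library genes when both libraries are restricted. Dropping genes whose peak overlaps a peak of the other library left 241 genes called only in *Mist1-/-*. Depth may limit these lists, since peaks of 10 to some 20 tags lie within counting error of the fewest tags of a called peak. The effect of depth was not tested.

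Where a peak is taken to lie mattered more. With summits in place of whole peaks 38.8% of WT and 36.6% of *Mist1-/-* peaks lay in the 2 kb that end at a TSS, and 57.1% and 47.4% were in a CpG island. A summit just past a TSS is not counted in that class, so these are not the shares of all summits near a TSS. Summits within 500 bp gave an overlap of 79.9% and 81.3%, and an overlap of at least 50% of the peak 89.3% and 85.7%. A distance of 1 kb gave 80.5% and 79.3% at a TSS, protein-coding transcripts only, chosen after the data were seen, 77.3% and 76.2%, and islands of at least 500 bp 57.3% and 55.0%.

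The measure and the limit set the number of preferentially enriched genes. Scaled tags gave 821 in WT and 751 in *Mist1-/-*, scaling to the tags that MACS kept (chosen after the data were seen) 834 and 728, a limit of 1.5 times 3050 and 1812, and a limit of 3 times 870 and 620. The median log2 ratio over genes called in both, −0.12 by fold enrichment, was 0.081 by scaled tags and −0.054 by the score, so its sign depends on the measure.

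The alternatives counted as reversals were these. The expression list of the other genotype held 3 genes called only in WT and 4 called only in *Mist1-/-*. These lay at percentiles 0.005 and 8.49 of matched random lists, the second within their central 95%. The lists of the same genotype gave 36 and 34, above all random lists. The list of the other genotype asks a different question, so its low counts do not reverse these numbers. The number of X-linked genes called only in *Mist1-/-*, 18, stood at percentile 46.3 of lists matched on tags and at 94.5 of unmatched lists. The share of genes called in a single library near *Bhlha15*, 8.86% within 5 Mb, was at percentile 67.2 of windows and at 81.1 within 2 Mb (11.4%, or 5 of 44 genes), and fell below the median window with 10 Mb (6.36%, percentile 41.0) and with peaks in place of genes (8.21%, percentile 33.8). The median log2 ratio of endothelial markers was −0.09, above the median of the matched lists at percentile 59.7. By scaled tags it was −0.12, below their median at percentile 36.4, so both lie well inside the lists. The last of these rests on 3 genes.

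Other results changed as follows. For the other position classes, 28 of 30 alternatives moved the share. Of 34 values for 17 single genes, 12 moved. The sign changed for *E2f1* (0.46 to −1.62), *Brsk2* (−0.24 to 0.31) and *Rara* (−0.12 to 0.09) with tags summed over the peaks placed within 1 kb, and for *Rab26* (−1.19 to 0.10) with any listed position. The *Brsk2* value by fold enrichment and the *Rab26* value at any position compare different peaks of the gene, so these changes are not changes at the same peak.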

Differences from the paper's values

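The share of peaks past a TES was 2.05% in WT against the paper's 8.3%, and 1.84% in *Mist1-/-* against the paper's about 8.6% (Figure 1B, read by eye). No alternative for this class was set before the data were examined, and none of those chosen after seeing the values came within 1.5 times of the paper's value: they gave 1.52%, 4.87%, 1.44% and 1.81% in WT and 1.39%, 4.58%, 1.29% and 1.63% in *Mist1-/-*, with 1 kb, summits, a score of at least 100 and protein-coding transcripts in that order. Within a gene lay 8.99% of *Mist1-/-* peaks against the paper's about 5.5% (Figure 1B, read by eye). A score of at least 100, chosen after seeing the values for this class, gave 5.58% and came within 1.5 times of the paper's value, while 1 kb, summits and protein-coding transcripts, chosen at the same point, did not.

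Called genes were 0.651% fewer in *Mist1-/-* than in WT against the paper's 1.3%. Of the alternatives set before the data were examined, any listed gene position (1.29%), a score of at least 100 (1.17%) and a fold enrichment of at least 10 (1.33%) all came within 1.5 times of the paper's value. Any listed gene position also gave 12281 called genes in WT and 12123 in *Mist1-/-* against the paper's 12280 and 12123, with 521 and 363 genes in a single library against the paper's 519 and 362, and a sum of 884, which is the paper's 884. For genes called in a single library and on the expression list of the same genotype it gave 29 and 31 against the paper's 26 and 31, a setting chosen after seeing the values for those counts.

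Preferentially enriched genes numbered 1811 in WT against the paper's 769 and 1131 in *Mist1-/-* against the paper's 625. The rules differ, since the paper compared track height by eye, set a lowest amplitude and took peaks near any part of a gene. Of the alternatives set before the data were examined, scaled tags (821 and 751) and a limit of 3 times (870 and 620) came within 1.5 times of the paper's values for both genotypes, while the score (1631 and 1141) and a limit of 1.5 times (3050 and 1812) did not. Scaling to the tags that MACS kept, chosen after seeing the values, gave 834 and 728 and came within the same limit. Preferentially enriched genes on the WT expression list numbered 136 against the paper's 87. No alternative for this count was set before the data were examined. Scaled tags, chosen after seeing the values, gave 114 and came within 1.5 times of the paper's value, and the score, chosen at the same point, gave 160 and did not.

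For single genes some values differed from the paper's statement. The paper describes similar peaks in the 2 genotypes for *Cdkn1a*, *Itpr3*, *Cckar*, *Prkce* and *Nupr1*. Here their log2 ratios of tags were 0.89, −0.33, 0.27, −0.01 and 0.40, in that order. Those of fold enrichment were 1.20, −1.75, 1.48, −0.03 and 0.40. *Itpr3* and *Cckar* thus differed mainly by fold enrichment, and *Prkce* was similar by both in the peak over its TSS. Within *Prkce* a peak of 47 tags was called in *Mist1-/-* alone and one of 18 tags in WT alone. Table 2 gives *Serpine2* as preferentially enriched in *Mist1-/-*, and the log2 ratio of tags in the peak over its TSS was −0.84. A further peak of 16 tags within the gene was called in *Mist1-/-* alone. Table 2 gives *Axl* for WT, and the WT peak assigned to it is overlapped by a *Mist1-/-* peak with more tags (log2 ratio 3.26). The *Mist1-/-* peak is longer, so part of this ratio is length. Both peaks lie past the end of the gene, so the ratio does not describe the TSS of *Axl*. Table 2 names *mir-125b1* for both genotypes, and a peak near it was listed in WT alone.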

Other observations

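In this part the tests on sex and on the surroundings of *Bhlha15* were planned. All other tests of an explanation were chosen only after the result was seen. Some values they start from were planned, such as the medians by fold enrichment over the expression lists.

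The 2 libraries were compared for a difference in sex and for DNA of the targeted stem cells. Peaks on the Y chromosome held 42.7 scaled tags in WT and 56.3 in *Mist1-/-*, a ratio of 1.32 over 5101 bp and 6398 bp (77.4 and 84.4 tags per kb), and 0 peaks at *Xist* were called in either, which goes against a difference in sex. Genes called in a single library made up 8.86% of those within 5 Mb of *Bhlha15*, at percentile 67.2 of windows of that width, and 11.4% of those within 2 Mb (5 of 44), at percentile 81.1. Neither is in the top 5% of windows, but with so few genes a small excess around the targeted locus was not detectable. *Nptx2*, called only in WT, lies 355601 bp from *Bhlha15*, and that window test does not speak to a single gene, so linkage of *Nptx2* to the targeted locus was not tested.

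By fold enrichment more genes were at least 2 times higher in WT than in *Mist1-/-* (1340 and 734 of 10895 called in both, a ratio of 1.83). A background estimated from the input libraries was tested with tags per kb of the peak, which use no input: 144 and 57 genes, a ratio of 2.53. The excess thus remained without the input, but tags per kb also fall when a peak widens, so this test does not separate the input from peak width. Wider peaks in the *Mist1-/-* library were tested with the tags of whole peaks: 350 and 354 genes, a ratio of 0.989, so the excess is gone. *Mist1-/-* peaks had a median length of 1563 bp against 1367 bp, and estimated fragment lengths were 169 bp and 153 bp. Wider peaks with lower summits are thus a candidate explanation of the excess. A part played by the input background is not excluded, since tags of whole peaks use no input either. A difference in fragmentation of the chromatin, which may produce them, and an effect of the genotype on peak width cannot be told apart with 1 library each.

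Of the 868 genes called in a single library within 1 kb, 257 had a peak that overlaps a peak of the other library, or 29.6% (26.7 to 32.7). At any listed position this was 35 of 884, or 3.96% (2.86 to 5.46). A peak edge on either side of the 1 kb limit may thus account for a part of the single-library calls. Of the remaining 611 genes, 51.2% (47.3 to 55.2) had tags within counting error of the fewest tags of a peak. Such tags show that a difference is not detectable, not that the gene is absent by counting noise. How many of these genes are absent by noise thus cannot be told. The share is a lower limit, since an uncalled region can hold more than the fewest tags of a peak. The others may carry a difference between the libraries, which without replicates is not a difference shown for the genotypes.

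The paper describes the link between H3K4Me3 and expression as limited. By fold enrichment the median log2 ratio was −0.46 over the WT expression list and 0.02 over the *Mist1-/-* list, against −0.12 over all genes called in both. In the *Mist1-/-* list 47 genes were at least 2 times higher and 58 at least 2 times lower in *Mist1-/-*. The tests below use scaled tags, chosen after the data were seen. By scaled tags the 379 genes of the WT expression list called in both libraries had a median log2 ratio of −0.51, and the 461 genes of the *Mist1-/-* list 0.30. Scaling between the libraries would move both lists in the same direction, but their medians lie 0.82 apart, on opposite sides of the median of all genes called in both (0.08). GC content of the peaks was tested with random lists matched on it, where the WT list was at percentile 0 and the *Mist1-/-* list at percentile 100. Chromatin of other pancreatic cells was tested by removing marker genes: the WT median stayed at −0.51, but only 2 of its 379 genes and 0 of the 461 were markers, so this test had little to remove. A shift of H3K4Me3 in the direction of expression is a candidate explanation. It cannot be told apart from a difference in the cells that make up the 2 preparations. By scaled tags 78 genes of the WT list were at least 2 times lower in *Mist1-/-* and 48 of the *Mist1-/-* list at least 2 times higher.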
